# Gene Network Revealed Involvements of Birc2, Birc3 and Tnfrsf1a in Anti-Apoptosis of Injured Peripheral Nerves

**DOI:** 10.1371/journal.pone.0043436

**Published:** 2012-09-17

**Authors:** Yongjun Wang, Xin Tang, Bin Yu, Yun Gu, Ying Yuan, Dengbing Yao, Fei Ding, Xiaosong Gu

## Abstract

Crush injury or axotomy of peripheral nerves results in the rapid production of the inflammatory cytokines, which were confirmed in various models, to some extent, to be noxious to the myelin sheath or Schwann cells (SCs). TNF-α is one of the primary initiators of the inflammatory cascade and exerts pleiotropic functions in the physiological conditions by binding to its receptors, type I (TNFRI) and type II (TNFRII). The pathway molecules TNFRI, Birc2 and Birc3 play key roles during the activation of the signaling. Injured peripheral nerves, preventing them from TNF-α-mediated destruction and proceeding to successful regeneration, might initiate an anti-apoptotic mechanism. To identity the exact functions of TNFRI, Birc2 and Birc3, as well as its involved pathways in the cellular events, we inferred a dynamic gene regulatory network from short time-series measurements of the proximal nerve segment cDNA microarray following rat sciatic nerve transection. TNFRI family member Tnfrsf1a, Birc2 and Birc3 were mined out integrating as master regulators to mediate inflammatory responses. Experiments revealed that Tnfrsf1a, Birc2 and Birc3 proteins colocalized with S100 in the rat peripheral nerve tissues, and the expression levels increased with the time extension. Knockdown of the proteins induced the apoptotic formation of primary cultured SCs by upregulation of caspase 3 and caspase 6. Our systematic analysis indicated that Tnfrsf1a, Birc2 and Birc3 of SCs, not originally regarded as XIAP, were mainly responsible for the inflammation-mediated anti-apoptosis of peripheral nerves. Birc2 and Birc3 might be the most potential targets for anti-apoptotic protection mediated by inflammatory cytokines.

## Introduction

The myelin sheath performs functions in promoting rapid salutatory conduction, the maintenance of normal axonal transport and providing trophic support to axons [1]. Dysmyelination or demyelination of axons often contributes to the abnormalities in calibre, axonal transport, the phosphorylation and packing of neurofilaments, and the organization of ion channels in the axonal membrane [2]. Such cases have been typically observed in demyelinating disorders of both central nervous system (CNS) and peripheral nervous system (PNS), as well as in genetic diseases that lead to abnormal myelination [2]–[5]. Extensive investigations have clearly revealed that multiple intrinsic and extrinsic factors are implicated in dysmyelination or demyelination, including genetic defects, toxins, metabolic disturbances, infections, inflammation, ischaemia, paraneoplastic disorders, and physical injuries [3], [6]–[10]. Among which, inflammatory factors have been highlighted for their pivotal roles in orchestrating immune and inflammatory cell-cell interactions and representing potentially noxious molecules to the myelin sheath or Schwann cells (SCs) [11], [12]. An example revealed that TNF-α inhibition with soluble receptors or neutralizing antibodies could reduce inflammatory demyelination in various animal models of neuropathy [13], suggesting a close relation of the cytokine to demyelination.

Crush injury or axotomy of PNS was found to trigger the rapid production of the inflammatory cytokines, which contributed to macrophage recruitment [14]–[16]. These recruited macrophages may further release and result in an increase in both kinds and amounts of inflammatory cytokines, thus directly or indirectly regulate molecular and cellular events of injured peripheral nerves. Anti-inflammatory cytokines and other molecules responsible for turning off pro-inflammatory cytokines, however, decreased at early stages and increased at 7 days after injury [14]. Thus, several types of cells which rapidly arrived, might initiate a self-protective mechanism against the challenges of excessive inflammatory cytokines, such as cross-tolerization of macrophages to TNF-α [17]. In some occasions, SCs might select functional activation of NFκB and c-jun pathways for anti-apoptosis [18], [19]. How the proximal stump prevents it from the damages of inflammatory cytokines, and maintains the structural and functional integrity except a retrograde degeneration in a short segment [20], is still unclear. Understanding the molecular basis of the proximal nerve anti-inflammation would open the possibility of targeting relative signals as therapeutic interventions for inflammation-mediated demyelination.

TNF-α is thought to be one of the primary initiators of the inflammatory cascade, and to act as potent chemoattractants for macrophages and other white blood cells [21], [22]. In axotomised peripheral nerves, TNF-α is capable of inducing the reversion of mature to immature SCs following the decrease in axonally derived trophic support. This phenotype reversion, with increased p75^NTR^ expression, increases the cell's susceptibility to pro-apoptotic molecular mechanisms [12]. It is widely accepted that this pleiotropic cytokine exerts its functions by binding to its receptors, type I (TNFRI) and type II (TNFRII). Both receptors are independently able to activate the pro-survival NFκB signaling pathways. However, TNFRI has the potential to induce apoptosis by activation of initiator caspase-8 and then effectors caspase 3, caspase 6, caspase 7 [23]. Birc2 and Birc3 (originally known as inhibitor of apoptosis protein cIAP1 and cIAP2) play important roles in the regulation of TNF-α pro-apoptotic signaling. They not only suppress TNF-α stimulated cell apoptosis by preventing formation of the TNFR1 pro-apoptotic signaling complex, but also regulate pro-survival NFκB signaling pathways in the non-canonical pathway by ubiquitination of NFκB-inducing kinase (NIK), and in the canonical pathway by a yet-to-be-defined mechanism [24], [25]. We herein postulate that the proximal nerves is likely to produce anti-apoptotic response against the TNF-α-mediated inflammation, and the pathway molecules Birc2, Birc3 and TNFRI might correspondingly play key roles during the activation of the signaling. In the present study, we inferred the signaling networks by integrating gene expression profiling data derived from the proximal stump of the sciatic nerve following injury, using bioinformatic approaches, in attempt to identify major gene regulators Birc2, Birc3 and TNFRI. By understanding how the pathways fit together, we can combine our knowledge of mechanisms for anti-inflammatory protection.

## Results

### Temporal expression profiles and enriched GO terms of injury-related genes in proximal nerve stump

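Proximal nerve segments, the part of the cut sciatic nerve that stays joined to the spinal cord, were taken from adult male Sprague-Dawley rats at 0 h, 0.5 h, 1 h, 3 h, 6 h and 9 h after transection. Each time-point was measured on 3 arrays, 18 in all, and distal segments were not analysed here. The paper's text and the sample labels do not state whether an array holds the RNA of 1 rat or of a pool. The arrays were Agilent arrays of 1 colour for rat transcripts, on which the brightness of a spot stands for the amount of the transcript that its probe of 60 bases binds. Of the 45018 spots on an array, 43379 were not controls, and these carried 41012 different probes. The authors deposited the scanner output, in which Agilent's Feature Extraction software gives each spot a processed signal, a linear intensity with the background subtracted and spatial trends removed but not normalized between arrays. They also deposited a matrix of log2 values of the same arrays, which hold the same distribution on every array (median 7.757) and rank the probes of an array as the scanner output does, with no centring of genes. Here the log2 processed signal of each array was taken relative to that array's 75th percentile, since the paper's text names the GeneSpring GX software but no normalization. Spots that the software had marked as outliers, between 58 and 179 on an array, were left out, and no spot was saturated. The share of spots well above background ranged from 74.3% to 76.9% at 0 h (median 74.7%), from 65.9% to 73.1% at 0.5 h (66.5%), from 68.8% to 71.4% at 1 h (69.1%), from 70.3% to 82.3% at 3 h (71.1%), from 73.4% to 93.5% at 6 h (79.1%) and from 79.3% to 86.4% at 9 h (80.3%). A probe was tested if it lay well above background on all 3 arrays of at least 1 time-point, which left 32109 probes under 27268 gene names. The correlation between arrays of 1 time-point lay between 0.976 and 0.992, and the number of arrays limits the precision of every value. The arrays lay on 9 slides, each with arrays of 1 time-point only. The arrays were scanned on 3 days. All arrays of 0 h and 0.5 h were scanned on the first, all arrays of 1 h, 3 h and 6 h with 2 arrays of 9 h on the second, and the remaining array of 9 h on the third. Levels are given below as means of log2 normalized signal with the SD of 3 arrays, and positions of probes as the files give them on the rn4 build of the rat genome.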

The cDNA microarray technique was adapted to analyze the temporal expression profiles of both proximal and distal segments at various times following sciatic nerve axotomy. We selected short time points due to the rapid production of inflammatory cytokines [16], and TNF-α has been found to modulate peripheral nerve development and function via SCs-axon interactions within several hours in the DRG coculture system [26]. The underlying signaling mechanism involved in the process is unclear. Furthermore, there were no significant functional annotations of TNF-α-related signals identified in the long time gene networks deduced from sciatic nerve injury (Data not shown). As such, TNF-α-mediated anti-apoptosis or apoptosis is possibly predicted to occur in the short time points. 

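Across the 6 time-points 9888 gene names had at least 1 probe past both an unadjusted P-value of 0.01 and a Benjamini-Hochberg adjusted P-value of 0.05 in limma's moderated F-test with 5 degrees of freedom, so that a probe with an adjusted P-value below the second limit can still miss the first. These were 36.3% of the gene names tested, and 5320 of them carry a listed gene symbol, the others being transcript identifiers of the array's design. Requiring also a change of at least 2-fold against 0 h at any time-point moved the count most, to 2724 genes. Background correction by normexp in place of Agilent's processed signal gave 3193 genes, 3148 of them among the 9888. Against 0 h, 1798 genes were called at 0.5 h, 1658 at 1 h, 4025 at 3 h, 7203 at 6 h and 8905 at 9 h. The share called thus rose from 6.6% of the genes tested at 0.5 h to 32.7% at 9 h. At 0.5 h 1279 genes were higher and 521 lower, at 1 h 1059 and 601, at 3 h 2100 and 1928, at 6 h 3560 and 3667, and at 9 h 4619 and 4325, where a gene with probes on both sides counts in both. These splits depend on how the arrays are scaled. With quantile normalization 747 genes were higher and 737 lower at 0.5 h, 728 and 841 at 1 h and 2846 and 4402 at 6 h, and in the deposited matrix 792 and 668 at 0.5 h and 748 and 780 at 1 h. With a shift to the median, 773 were higher and 1528 lower at 0.5 h, 849 and 1468 at 1 h, 1497 and 2076 at 3 h, 2453 and 4759 at 6 h, and 3276 and 5919 at 9 h, and with normexp 121 and 7 at 0.5 h and 169 and 37 at 1 h. Among genes that moved at least 2-fold, 692 were higher and 25 lower at 0.5 h, and 2362 higher and 544 lower at 9 h. Single arrays weighed on the early counts. Without replicate 1, 2 or 3 of 0 h the count at 0.5 h was 1111, 670 or 1061, and without replicate 1, 2 or 3 of 0.5 h it was 747, 927 or 569. At 1 h it was 1006, 775 or 867 without each array of 0 h, and 897 or 896 without replicate 1 or 3 of 1 h, while at 3 h it was 2319 without replicate 2 of 0 h and 2116 without replicate 2 of 3 h. The comparison of 0.5 h with 0 h lies within 1 scan day, but no array of 1 h, 3 h, 6 h or 9 h shares a scan day with 0 h, so that in those contrasts the day and the time cannot be told apart. No slide held arrays of more than 1 time-point, so slide and time cannot be told apart in any contrast, within a scan day or not. Among the 11 arrays of the second scan day alone, 5555 genes were called between 1 h, 3 h, 6 h and 9 h, and in 40 permutations of the time labels the largest count was 3. Probes near the background moved apart from bright ones, the dimmest sixth by a median of 0.49 and the brightest sixth by -0.15 at 6 h on the log2 scale, and by -0.19 and -0.08 after quantile normalization.

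**Figure D1:**
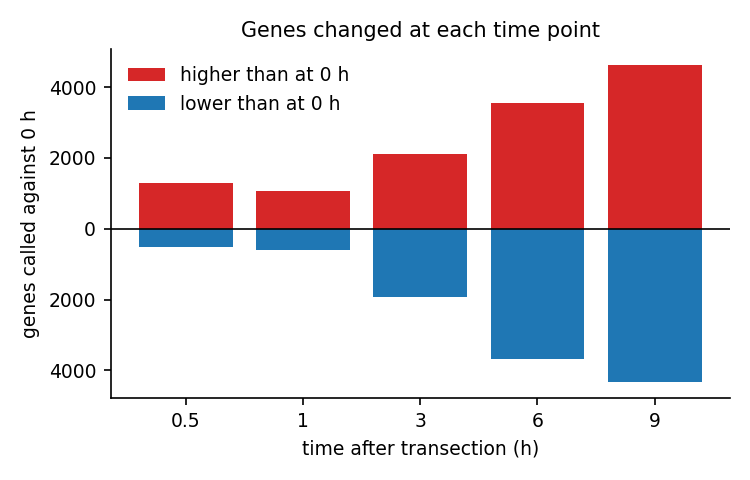
Number of genes called higher (bars above 0) and lower (bars below 0) than at 0 h in proximal nerve segments at 0.5 h, 1 h, 3 h, 6 h and 9 h after transection, from limma contrasts over 18 arrays. The bars at 9 h stand for 4619 higher and 4325 lower genes, and the balance of the bars changes with the scaling of the arrays, to 3276 and 5919 at 9 h with a shift to the median.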

A total of 2850 differentially expressed genes were identified from proximal nerve segments at 6 time-points after sciatic nerve transection, by adjusting P-value less than 0.01 and controlling for a 5% FDR. 

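All 14 genes of a list of Schwann cell (SC) markers lay well above background on every array of 0 h. Across the time-points 4 of them were called in the F-test, both over all genes and adjusted over the list alone, among them Pmp22, Mag and Egr2. Egr2 also belongs to the immediate early genes, and its level was 1.43 higher at 1 h than at 0 h on the log2 scale (standard error 0.17, limma adjusted P 0.000332). Mag, which encodes a glycoprotein of myelin, fell by 0.90 at 9 h (standard error 0.18, adjusted P 0.0023), and by 0.73 to 1.07 over the alternatives, under each of which it was called. Pmp22 fell by 0.60 at 9 h (standard error 0.12, adjusted P 0.0019), but by 0.14 with quantile normalization and by 0.15 in the deposited matrix, where it was no longer called. Between 6 h and 1 h, scanned on 1 day, Mag fell by 1.18 (adjusted P 0.00322) and Pmp22 by 0.36 (adjusted P 0.101, not called), in a contrast chosen after the values were seen. S100b, which encodes an S100 protein, was 1.13 higher at 0.5 h (standard error 0.34, adjusted P 0.0672, not called) and 1.08 higher at 6 h (adjusted P 0.0301), and was not called over all time-points (adjusted P 0.0926). The change at 0.5 h, which lies within 1 scan day, was called with scan day as a block (adjusted P 0.0101), with array weights (0.0115), with a trend in the variance prior (0.045), among probes well above background on all 18 arrays (0.0483), and without replicate 3 of 3 h (0.0461) or replicate 2 or 3 of 9 h (0.0468 and 0.0101). For this change the scan-day block and leaving out replicate 3 of 9 h are the same fit, not 2 separate results. The block gives that array, the only 1 of the third day, a term of its own. The array weights were 0.298 for that array and 9.57 for replicate 1 of 9 h. From 1 h to 6 h S100b differed by 0.16 (adjusted P 0.689). At 1 h and 9 h it was called only with array weights (adjusted P 0.0279 and 0.00292) and without replicate 3 of 9 h (0.0284 and 0.00653). The call at 6 h was lost with normexp (adjusted P 0.0985), with a shift to the median (0.0847), and without replicate 1 or 2 of 0 h (0.0877 and 0.0913) or any array of 6 h (0.0625, 0.0753 and 0.0626), while over all time-points S100b was called without replicate 3 of 9 h (0.0101) and with array weights (0.0106). As a set the 14 genes had a median change of 0.17 at 1 h in limma's camera test (adjusted P 0.0183 over 45 tests of lists), with 12 of them higher than at 0 h. It was not past the threshold in the fry test (adjusted P 0.0737), with normexp (0.26, adjusted P 0.429), with a shift to the median (0.03, adjusted P 0.0553), without replicate 1 of 0 h (0.10, adjusted P 0.0992) or without replicate 1 of 1 h (0.13, adjusted P 0.0545). At 6 h and 9 h the median change was -0.26 and -0.27 (adjusted P 0.108 and 0.108), negative under every scaling tried. The set was called at 6 h with no filter on dim probes (-0.26, adjusted P 0.026) and at 9 h without replicate 2 of 9 h (-0.37, adjusted P 0.0449). At 0.5 h and 3 h the median (-0.02 and -0.03) and the mean (0.13 and 0.01) of the set differed in sign, and neither time-point was called (adjusted P 0.862 and 0.756), except 3 h with normexp (-0.24, adjusted P 0.0342).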

SCs are the prevalent cell type in the myelinated axon [27], suggesting that the genes analyzed were mostly extracted from the SCs. Initial analysis based on signal density changes revealed that the expression profiles of these genes were categorized into 20 models of STC in the time series (ANOVA, P<0.05) (Data not shown). As proteins participating in similar biological pathways often have similar expression profiles [28], we attempted to gain interesting functional insights from the temporal expression profiles with the lowest P-value. 

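The 9888 called genes were assigned to 20 model profiles of the kind used for short time series, each starting at 0 h and moving by -1, 0 or 1 unit per step, by the highest correlation with the gene's means at the 6 time-points. Only 2 of the 20 models held more genes than permuting the time-points gives, by a binomial test with Bonferroni correction. The model that falls at every step held 3113 genes where 583.8 are expected by chance. The median gene in it moved by -0.12, -0.08, -0.29, -0.52 and -0.60 on the log2 scale at 0.5 h, 1 h, 3 h, 6 h and 9 h. The model that rises at every step held 2644 genes, again with 583.8 expected, and its median gene moved by 0.07, 0.05, 0.46, 0.79 and 0.86. The third model by P-value held 400 genes, fewer than the 435.5 expected. Birc2, Birc3 and Tnfrsf1a were assigned to the rising model and Casp6 and Xiap to the falling one. Steps of up to 2 units and a set of 25 profiles moved the number of models past the threshold most, to 5 each. Without replicate 2 of 1 h, and with no filter on dim probes, it was 3. The size of the third model was 228 without replicate 2 of 0.5 h, 255 without replicate 3 of 0.5 h, 252 and 254 without replicates 1 and 2 of 3 h, and 661 without replicate 2 of 1 h.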

Profiles of 3 models with minimum P-values, which contained 453, 233 and 224 differentially expressed genes, respectively, were thus selected for GO terms analysis [29].

The five most significant GO terms for each model revealed that functional annotations of signal initiation, regulation of signaling process, response to external stimulus, regulation of cell communication and cytokine production were found in the first model. While annotations of external stimulus, cell activation, inflammatory response, cell death and chemotaxis were present in the second. Annotations of translation, protein metabolic process, protein maturation by peptide bond cleavage, negative regulation of adiponectin secretion and neutrophil chemotaxis were exhibited in the third (Data not shown).

### Identification of major gene regulators Birc2, Birc3 and Tnfrsf1a from gene network of injured peripheral nerves

Pathways overrepresented in the injury-related genes were searched based on the KEGG database. 

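The members of the KEGG pathways were not used here, and 9 families defined by patterns of gene symbols stand in for them. Each family was set against the 27268 gene names tested, of which 36.3% were called, with Fisher's exact test (one-sided) and Benjamini-Hochberg adjustment over the 9 families. Genes are not independent replicates, so these P-values describe the gene lists. Of 177 cytokines and their receptors, 99 were called where 64.2 are expected (adjusted P 6.46e-07). For the JAK-STAT family 59 of 100 genes were called (36.3 expected, adjusted P 1.36e-05). In the Toll-like receptor family 31 of 53 were called (19.2 expected, adjusted P 0.00241, and 0.0551 among probes well above background on all 18 arrays). Of 110 cell adhesion molecules 54 were called (39.9 expected, adjusted P 0.00872), a result that was not past the threshold without replicate 2 of 0 h (adjusted P 0.0554). The apoptosis family had 42 of 92 genes called (33.4 expected, adjusted P 0.0719), and whether it passed depended on the setting. Among probes well above background on all 18 arrays it had 36 of 77 genes called (adjusted P 0.499). It was past the threshold with normexp (adjusted P 0.00176), quantile normalization (0.0275), a shift to the median (0.041), no filter on dim probes (0.00826), and without replicate 1 of 0 h (0.0366), replicate 1 of 1 h (0.035) or replicate 3 of 3 h (0.0219). CD antigens (29 of 63), MAPK signaling (73 of 173) and natural killer cell cytotoxicity (26 of 56) each had an adjusted P of 0.0852, and each of them depended on the setting. MAPK signaling passed with normexp (adjusted P 0.00571), quantile normalization (0.0347), a shift to the median (0.00482) and no filter on dim probes (0.0213), and without each array of 0 h (adjusted P 0.02, 0.0173 and 0.0363), replicate 2 of 0.5 h (0.0387), replicate 1 of 6 h (0.0419) or replicates 1 and 3 of 9 h (0.0421 and 0.0479). Natural killer cell cytotoxicity passed with a shift to the median (adjusted P 0.00907) and without replicates 1 and 3 of 3 h (0.0171 and 0.0402) or replicate 1 of 9 h (0.0421), and CD antigens with a shift to the median (0.0267). Glycolysis and gluconeogenesis had 16 of 54 called, fewer than the 19.6 expected (adjusted P 0.877). Counting only genes called with a change of at least 2-fold (apoptosis adjusted P 0.000267), and a shift to the median, moved the number of families past the threshold most, from 4 to 8 each. With the 12823 genes that carry a listed symbol as the background, of which 41.5% were called, 3 families passed, and cell adhesion molecules did not (adjusted P 0.101). Against that background the apoptosis family had 42 of 92 genes called where 38.2 are expected (adjusted P 0.401).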

A total of 9 canonical pathways were identified (*Fisher*'s exact test, P-value<0.001), including cytokine-cytokine receptor interaction, cell adhesion molecules, Toll-like receptor signaling pathway and apoptosis, etc (Table 1). These signaling processes are important for neuron survival, axonal-SCs interaction and responses to inflammatory stimulus. Our goal was to construct a gene network and to identify major gene regulators Birc2, Birc3 and TNFRI, which reflect functionally significant molecular events in cellular pathways. Therefore, differentially expressed genes at six time-points were organized into an interactome network [30], based on the results of the pathway analysis. The weight value of each gene in the network was calculated, representing the effect of the gene on the downstream targets (Figure 1, Table 2). Fortunately, Birc2, Birc3 and Tnfrsf1a (tumor necrosis factor receptor superfamily member 1a) acting as gene regulators at central nodes, were traced in one of four sub-networks associated with inflammation and anti-apoptosis (Figure 1, III). These TNF-α signaling pathway members were predicted to regulate apoptosis-related factors including caspase 6, caspase 3, Daxx and Traf2, etc. In addition, the other three sub-networks involved in intercellular tight junction, cell polarity and adhesion were also excavated.

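Birc2 and Birc3, which encode inhibitors of apoptosis, lie side by side on chromosome 8 of rn4, where the probe of Birc2 spans bases 4650840 to 4650899 and that of Birc3 bases 4682606 to 4682665. The probe of Tnfrsf1a, the type I receptor of TNF-α, lies on chromosome 4 from 162185192 to 162185251. All 3 probes were well above background on every array. The log2 normalized signal of Birc2 was -0.94 ± 0.06 at 0 h (SD, n = 3 arrays), -0.76 ± 0.02 at 0.5 h, -0.72 ± 0.06 at 1 h, 0.08 ± 0.17 at 3 h, 0.17 ± 0.12 at 6 h and 0.14 ± 0.04 at 9 h. It was not called at 0.5 h or 1 h (limma adjusted P 0.265 and 0.169). At 3 h it was 2.03-fold higher than at 0 h, and on the log2 scale 1.11 higher at 6 h and 1.08 at 9 h (standard error 0.09 on the log2 scale, adjusted P 1.19e-05, 2.6e-06 and 2.56e-06). For Birc3 the signal was -1.47 ± 0.07 at 0 h, -1.37 ± 0.14 at 0.5 h, -0.60 ± 0.58 at 1 h, 0.36 ± 0.46 at 3 h, 0.32 ± 0.14 at 6 h and 0.17 ± 0.17 at 9 h. Its 3 arrays at 1 h were far apart, and the change of 0.87 there was not called (standard error 0.25, adjusted P 0.0593), but it was called without replicate 1 of 1 h (1.20, adjusted P 0.0071), without replicate 1 of 3 h (0.87, adjusted P 0.0376), among probes well above background on all 18 arrays (adjusted P 0.0421) and with a trend in the variance prior (0.0383). At 3 h, 6 h and 9 h Birc3 was 1.83, 1.79 and 1.64 higher than at 0 h (adjusted P 0.000306, 0.0002 and 0.000283). Tnfrsf1a was 2.96 ± 0.22 at 0 h, 2.99 ± 0.18 at 0.5 h, 3.25 ± 0.22 at 1 h, 3.61 ± 0.25 at 3 h, 4.11 ± 0.11 at 6 h and 4.00 ± 0.04 at 9 h. Its change of 0.65 at 3 h (standard error 0.15, adjusted P 0.0117) was not called without replicate 2 of 3 h (0.55, adjusted P 0.063), with normexp (0.52, adjusted P 0.0874) or with a shift to the median (0.56, adjusted P 0.0582). The changes of 1.15 at 6 h and 1.04 at 9 h (adjusted P 0.000128 and 0.0002) were called under every alternative tried. Over all time-points the adjusted P of the F-test was 1e-06 for Birc2, 8.79e-05 for Birc3 and 0.000102 for Tnfrsf1a. Between 6 h and 1 h, which were scanned on 1 day, Birc2 rose by 0.90 (adjusted P 0.00126) and Tnfrsf1a by 0.86 (adjusted P 0.0056), while the rise of Birc3 by 0.92 was not past the threshold (adjusted P 0.056), a contrast chosen after the values were seen. The probes of Birc2 and Birc3 match at 24 of 60 bases at best without gaps, where 1000 random pairs of probes match at a median of 21, and binding of either transcript to the other's probe was not ruled out.

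**Figure D2:**
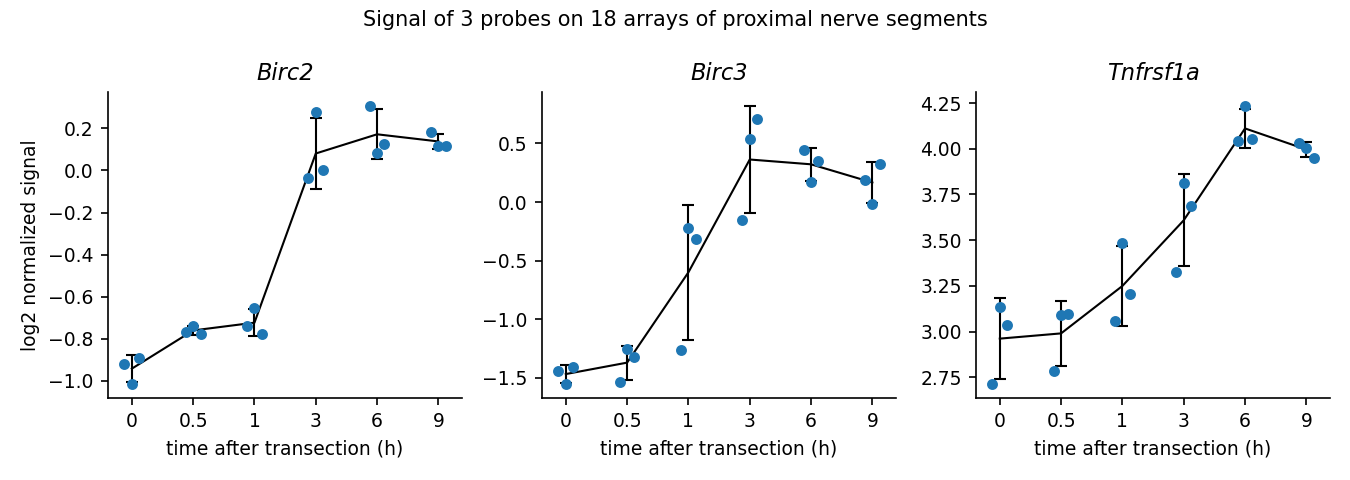
Log2 normalized signal (y axis) of Birc2, Birc3 and Tnfrsf1a in proximal nerve segments by hours after transection (x axis), with 1 point per array, a line through the means and bars of 1 SD, 3 arrays per time-point. The arrays of 3 h, 6 h and 9 h lie above every array of 0 h for all 3 genes, and the 3 arrays of Birc3 at 1 h spread with an SD of 0.58.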

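Casp6 was measured by a probe on chromosome 2 of rn4 (227373580 to 227373639), and its log2 normalized signal was 1.5 ± 0.18 at 0 h, 0.96 ± 0.27 at 3 h, 1.16 ± 0.04 at 6 h and 1.09 ± 0.05 at 9 h (SD, n = 3 arrays). It fell by 0.53 at 3 h (limma standard error 0.12, adjusted P 0.00987) and by 0.41 at 9 h (adjusted P 0.0175), and the change of -0.34 at 6 h was not called (adjusted P 0.0513). At 6 h it was called without replicate 1 of 0 h (adjusted P 0.0258), without replicate 2 or 3 of 3 h (0.019 and 0.0337), with a shift to the median (0.0296), with a trend in the variance prior (0.0346) and with array weights (0.0245). Between 6 h and 1 h, scanned on 1 day, the change of -0.23 was not called (adjusted P 0.233). With normexp neither 3 h nor 9 h was called (adjusted P 0.0504 at 3 h and 0.11 at 9 h). The call at 9 h was also lost without replicate 2 or 3 of 0 h (adjusted P 0.0459 and 0.0799) and without replicate 1 or 3 of 9 h (0.054 and 0.0436). Over all time-points Casp6 was called (adjusted P 0.00392), and Daxx (0.315) and Traf2 (0.15) were not. Traf2 was called without replicate 3 of 1 h (adjusted P 0.00777) and with array weights (0.00523). Across the 18 arrays Casp6 varied against both Birc2 and Birc3. No correlation over all arrays is given for these pairs, since by Birc2 the arrays form separate clusters, 9 arrays of 0 h to 1 h between -1.02 and -0.65 and 9 arrays of 3 h to 9 h between -0.03 and 0.31. The relation was tested within each cluster, a split chosen after the values were seen. Within 0 h to 1 h the correlation of Birc2 with Casp6 was 0.01 (exact permutation P 0.99, Spearman's rho 0.02, P 0.98, and r -0.48 without the 2 arrays farthest from the median of Birc2). Within 3 h to 9 h it was -0.47 (exact permutation P 0.23, rho -0.32, P 0.41, and -0.06 without 2 arrays). The deviations from the time-point means over all 18 arrays had a correlation of -0.53 for Birc2 with Casp6 and of -0.09 for Birc3 with Casp6, for which no P-value was computed. None of the correlations of Birc2 and Birc3 with Casp6 within clusters was past the threshold, and the lowest Benjamini-Hochberg adjusted P over the 8 relations computed was 0.46 for r and 0.78 for rho. Tnfrsf1a had a correlation of 0.39 with Daxx (permutation P 0.11, rho 0.42, P 0.082, r 0.34 within time-points and 0.33 without 2 arrays) and of 0.21 with Traf2 (permutation P 0.40, rho 0.10, P 0.69, r -0.16 within time-points and 0.28 without 2 arrays), with adjusted P of 0.13 and 0.43 over the 25 pairs of Table 2. Of these 25 pairs 18 had a correlation over the 18 arrays with the sign of the paper's weight value, and 13 had it within time-points. Of 20000 random pairs of called genes 50.0% had a positive correlation over the 18 arrays, and their median absolute correlation was 0.49. From the weight values of the network fitted to the differentially expressed genes, each of which stands for the effect of a gene on its downstream targets, the paper predicts that Birc2 and Birc3 act against caspase 6 and that Tnfrsf1a acts on Daxx and Traf2. The paper also reports higher caspase 6 activity in cultured SCs after knockdown of Birc2, Birc3 or Tnfrsf1a. The arrays measure RNA, so the correlations given here do not test an effect on that activity.

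**Figure D3:**
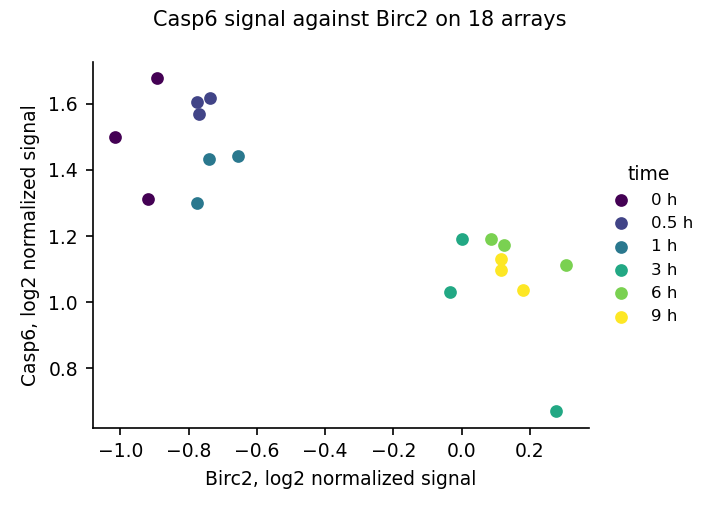
Log2 normalized signal of Casp6 (y axis) against that of Birc2 (x axis) on the 18 arrays, with 1 point per array coloured by hours after transection. The arrays of 0 h to 1 h lie left of -0.65 and those of 3 h to 9 h right of -0.03, and within neither cluster did Casp6 have a correlation with Birc2 past the threshold.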

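Among the claudins of tight junctions, Cldn14 (chromosome 11 of rn4, 34142550 to 34142609) was 1.33 higher at 3 h than at 0 h on the log2 scale (standard error 0.17, limma adjusted P 0.000232), and 1.15 to 1.44 higher over the alternatives. Cldn5 fell by 0.48 at 6 h and by 0.56 at 9 h (standard error 0.10, adjusted P 0.00343 and 0.000905), and was not called with normexp (-0.46 and -0.53, adjusted P 0.294 and 0.168). Cldn22 fell by 1.1 at 6 h and by 0.87 at 9 h (adjusted P 0.00325 and 0.01), the latter not called without replicate 1 of 0 h (adjusted P 0.0368). Over all time-points its adjusted P was 0.0145, and it was not called there without replicate 1 or 2 of 0 h (adjusted P 0.0394 and 0.0359). Cldn1 and Cldn19 were not called in the F-test (adjusted P 0.0631 and 0.0412), though Cldn19 was without replicate 1 of 0 h, without replicate 2 of 9 h, with array weights and with a trend in the variance prior, and Cldn1 with array weights. Against 0 h Cldn1 fell by 0.74 at 9 h (standard error 0.18, adjusted P 0.00754), a call lost with normexp (-0.69, adjusted P 0.0757). Of the 4 pairs of Cldn14 with another claudin in Table 2, only that with Cldn5 had a correlation past the adjusted threshold over the 18 arrays (r -0.76, permutation P 0.00048, rho -0.69, P 0.0021, adjusted P 0.0012 over the 25 pairs, -0.51 within time-points and -0.71 without 2 arrays). The permutations moved arrays between time-points, so this P-value also reflects the opposite changes of both genes with time. For the value within time-points no P-value was computed. With Cldn19 r was -0.01 (permutation P 0.98) and rho 0.09 (P 0.74). Itgb2, an integrin chain of leukocytes, was 1.52 higher at 6 h and 2.19 higher at 9 h (standard error 0.28, adjusted P 0.00162 and 8.99e-05), while Icam2 was not called in the F-test (adjusted P 0.158). Its change of -0.43 at 3 h (adjusted P 0.0646) was called with a shift to the median (0.0462), with array weights (0.0329), with a trend in the variance prior (0.047), among probes well above background on all 18 arrays (0.0484), and without replicate 1 or 3 of 1 h (0.0383 and 0.0353), and its change at 6 h with a shift to the median (0.0315). For the protease genes Prss2 was 1.32 higher at 9 h (standard error 0.25, adjusted P 0.0014), a call lost with normexp (0.57, adjusted P 0.689), and Gzma was not called (adjusted P 0.71). Over all time-points the call of Prss2 (adjusted P 0.0115) was lost without replicate 2 or 3 of 0 h (0.0559 and 0.0493). It was also lost in 3 of 10 other settings, with adjusted P up to 0.375. Quantile normalization (0.0632) and the deposited matrix (0.0627) were among these. F2rl2, a receptor cut by proteases, was 1.17, 1.75 and 1.42 higher at 3 h, 6 h and 9 h (standard error 0.23, adjusted P 0.00466, 0.00014 and 0.000472), but not called with normexp (adjusted P 0.105, 0.0969 and 0.198). Within 1 scan day, from 1 h to 6 h, Cldn14 (0.69), Cldn5 (-0.68), Itgb2 (2.13) and F2rl2 (1.73) were called (adjusted P 0.0141, 0.00294, 0.00235 and 0.00244), and Cldn22 (-0.73), Cldn1 (-0.03), Cldn19 (-0.25) and Prss2 (0.06) were not (adjusted P 0.0723, 0.919, 0.0869 and 0.907). Of the 3 pairs of Itgb2 with Icam2 and of Prss2 and Gzma with F2rl2, 2 had the sign of the paper's weight value over the 18 arrays, none of them past the adjusted threshold.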

**Figure 1:**
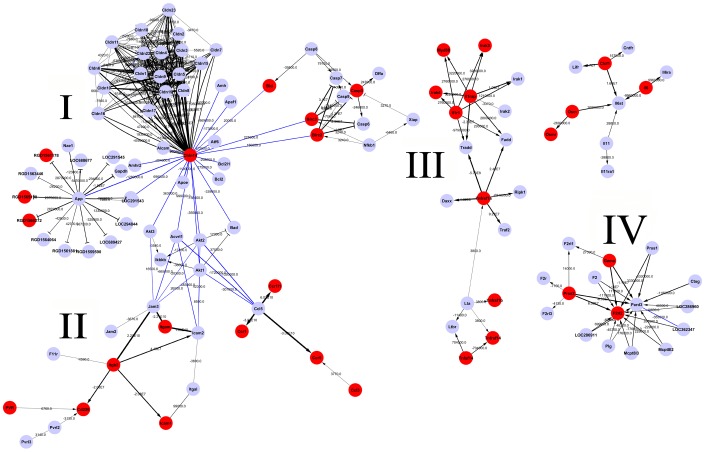
Gene network analysis of the proximal nerve segments in short time-series following rat sciatic nerve transection. The lines indicate the interactions between each gene, and the weight value is illustrated by the width of lines. The black line represents those interactions existing in KEGG database, and the blue lines represent those interactions obtained by computation.

**Table 1:** KEGG pathway analysis.

Pathway	Count	*P* value	qFDR
Cytokine-cytokine receptor interaction	51	1.69E−14	1.79E−12
Hematopoietic cell lineage	19	2.96E−06	7.82E−05
Cell adhesion molecules	27	2.97E−05	0.0006
Jak-STAT signaling pathway	26	3.63E−05	0.0006
MAPK signaling pathway	38	5.32E−05	0.0008
Toll-like receptor signaling pathway	19	8.82E−05	0.001
Natural killer cell mediated cytotoxicity	19	0.0004	0.005
Glycolysis/Gluconeogenesis	11	0.0006	0.007
Apoptosis	17	0.001	0.012

**Table 2:** Effect of key regulated gene on the downstream genes.

Gene 1	Gene 2	Weight value	Interaction
Cldn14	Cldn5	7.25E+10	binding/association
Cldn14	Cldn19	4.54E+10	binding/association
Cldn14	Cldn22	3.96E+07	binding/association
Cldn14	Cldn1	1.82E+07	binding/association
Birc2	Casp6	−1.30E+07	inhibition
Birc2	Casp3	−4.27E+07	inhibition
Birc3	Casp3	−7440000	inhibition
Birc3	Casp6	−2.36E+07	inhibition
Tnfrsf1a	Daxx	4.62E+08	activation
Tnfrsf1a	Traf2	9.27E+07	activation
Il1rap	Irak1	1.09E+07	activation
Il1rap	Irak3	3220000	activation
Il1rap	Irak4	3220000	activation
Il1rap	Myd88	3220000	activation
Il1rap	Fadd	2800000	activation
Il1r1	Irak3	2760000	activation
Il1r1	Irak4	2760000	activation
Il1r1	Myd88	2760000	activation
Il1r1	Irak1	1210000	activation
Clcf1	Il6st	1.68E+07	activation
Il6	Il6ra	9960000	activation
Osm	Il6st	2690000	activation
Itgb2	Icam2	4.15E+07	activation
Prss2	F2rl2	6.08E+07	activation
Gzma	F2rl2	1.18E+07	activation

In comparison, a total of 1546 differentially expressed genes were identified in distal nerve segments collected at 0 h, 0.5 h, 1 h, 3 h, 6 h, 9 h and 12 h. By using the same approaches mentioned above, 30 canonical pathways including apoptosis were identified to be implicated in the cellular events in response to the axotomy (Fisher's exact test, P-value<0.001, Table S1). Tnfrsf1a, Myd88 and Il1r2 were found to activate apoptosis-related molecules FADD, caspase 3 or (and) Ripk1 (Figure S1, Table S2). Birc3 was shown to inhibit the activity of caspase 3 (Figure S1). Another anti-apoptotic molecule, Birc2, was not circled in the ranges of differentially expressed genes. These results suggested that the distal segments of axotomised sciatic nerve emerged both promoting and inhibiting apoptotic changes under regulation of several molecules, comparing with the anti-apoptotic changes mediated by Birc2, Birc3 and Tnfrsf1a in the proximal segments.

### TNF-α protein production in intact and injured PNS, and high dose of TNF-α induces Schwann cell apoptosis

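On the arrays Tnf (chromosome 20 of rn4, 3662706 to 3662765) was not well above background on any array of 0 h, 0.5 h or 1 h, and was on 1 of 3 arrays at 3 h, 2 at 6 h and all 3 at 9 h. For a gene that dim at 0 h only a lower bound can be given, the mean of the brighter time-point over the lowest signal well above background on each array of 0 h. By this bound Tnf was at least 1.83-fold higher at 9 h (limma adjusted P 0.00298). No fold is given for 3 h and 6 h, where not all arrays measured it. Its F-test (adjusted P 0.0094) was not past the threshold with normexp (0.386), in the deposited matrix (0.0344) or without replicate 2 of 0 h (0.0345), and its change at 9 h was not past it with normexp (adjusted P 0.994). The other receptor gene, Tnfrsf1b, was 1.14 higher at 3 h, 1.36 at 6 h and 1.59 at 9 h on the log2 scale (standard error 0.22, adjusted P 0.00343, 0.000513 and 0.000118), calls that held under each of the alternatives. Among the genes of the receptor's signaling complex, Tradd fell by 0.70 at 3 h (adjusted P 0.000914) and Ripk1 was 0.91 higher (adjusted P 0.00252), and Fadd was 0.71 higher at 9 h (adjusted P 0.00149). Nfkb1 was 0.56 higher at 6 h (standard error 0.13, adjusted P 0.00701), a call lost with normexp (0.56, adjusted P 0.0771) and with a shift to the median (0.42, adjusted P 0.0532). Casp8 was not called in the F-test (adjusted P 0.0823), but was with array weights (0.00348) and without replicate 3 of 1 h (0.022) or replicate 3 of 3 h (0.0153). Ngfr, which encodes p75, was 0.97 higher at 9 h (standard error 0.18, adjusted P 0.00104). Between 6 h and 1 h, within 1 scan day, Tnfrsf1b (1.79), Fadd (0.59) and Nfkb1 (0.72) were called (adjusted P 0.00154, 0.0207 and 0.011), and Tnf (0.46), Tradd (-0.10), Ripk1 (0.26) and Ngfr (0.45) were not (adjusted P 0.374, 0.559, 0.343 and 0.0919). Among 23 genes tested from a list of other targets of NFκB, 21 were called across the time-points, both over all genes and adjusted over the list alone. The median change of these 23 genes was 0.36 at 0.5 h, 0.91 at 1 h, 1.34 at 3 h, 1.65 at 6 h and 1.36 at 9 h, past the threshold in camera (adjusted P 5.49e-15 at 6 h) and in fry (adjusted P 3.7e-08 at 6 h) at each time-point, and at 6 h 22 of the 23 genes were higher than at 0 h. The list was written later than the other lists, after the files had been opened and summaries of the arrays seen, and before a test result of any of its genes was seen. Of its genes 2 are also named by the paper, and 1 is also an immediate early gene.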

TNF-α signaling pathway was triggered and acted roles following sciatic nerve transection, implying an association with the production of TNF-α protein. We therefore tested for the production of the inflammatory cytokine by ELISA in extracts of proximal segments. The content of TNF-α was 0.23 pg per mg of total proteins in intact PNS segments, and increased with the time extension after injury. TNF-α content was 3.2 pg, 6.5 pg, 21.2 pg, 30.6 pg, 36.7 pg and 40.2 pg per mg of total proteins in injured PNS segments following transection for 0.5 h, 1 h, 3 h, 6 h, 9 h and 12 h, respectively (Figure 2A). To further evaluate the effects that increased TNF-α exerts on SCs after axonal injury, SCs were treated with exogenous TNF-α *in vitro*, at concentration of 0–40 ng/ml for 12 h and 24 h (Figure 2B–G). The apoptosis of SCs induced by TNF-α was determined by cleaved caspase 3. This cleavage was observed in the cells treated with 40 ng/ml TNF-α for 12 h or 10–40 ng/ml for 24 h, suggesting that high dose of TNF-α induces SCs apoptosis in agreement with the previous observations [12]. It was interesting to note that Bcl2 was also detectable in response to challenges of high dose of TNF-α.

**Figure 2:**
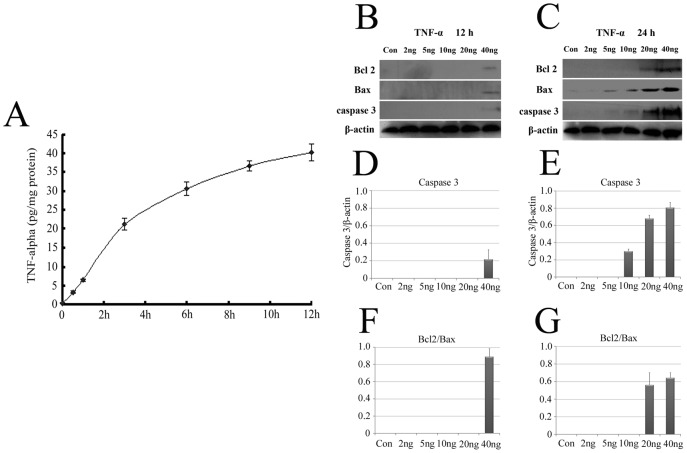
TNF-α protein production in intact and injured PNS, and its effects on SCs apoptosis. A, Demonstrated that TNF-α was detected by ELISA in the proximal nerves at 0, 0.5 h, 1 h, 3 h, 6 h, 9 h and 12 h post-transection, respectively. The effects of different concentrations of TNF-α on SCs apoptosis after treatment for 12 h (B, D and F) and 24 h (C, E and G) were determined by western blots using cleaved caspase 3, Bcl 2 and Bax antibodies. Error bars indicate ±1 SEM.

### Birc2, Birc3 and Tnfrsf1a were upregulated in proximal segments following peripheral nerve transection

To ascertain the exact physiological functions of TNF-α pathway member Birc2, Birc3 and Tnfrsf1a in the proximal stump following peripheral nerve injury, we firstly examined both transcriptional and protein levels in peripheral nerves. qRT-PCR experiments using mRNA isolated from proximal nerve segments demonstrated that the expression of *Birc3* began to increase at 0.5 h after nerve transection, whereas expressions of *Birc2* and *Tnfrsf1a* began to increase at 1 h and 6 h, respectively (Figure 3A–C). The expression levels of the three proteins also showed an increase from 0.5 h, and peaked at 3 h or 6 h (Figure S2), similar to the transcriptional levels. Tissue immunohistochemistry revealed that all the three proteins colocalized with S100, not with NF (Data not shown), indicating that the major gene regulators playing physiological roles are temporally modulated by SCs (Figure 3D–F).

**Figure 3:**
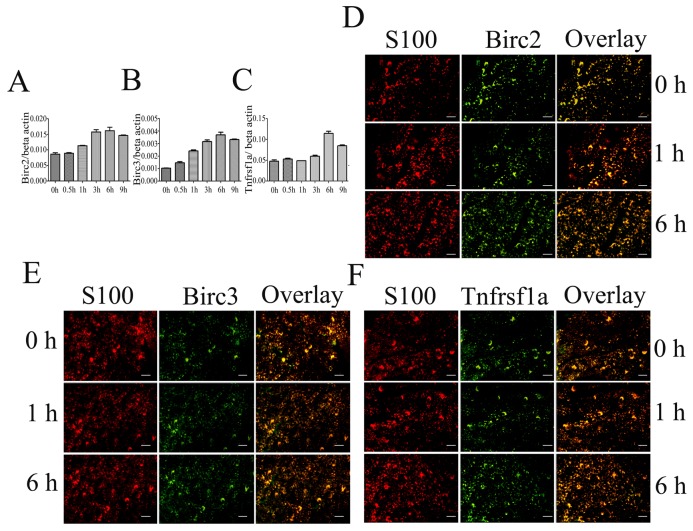
Expression analysis of major gene regulators Birc2, Birc3 and Tnfrsf1a. A–C, Quantitative real-time PCR determination of Birc2, Birc3 and Tnfrsf1a from proximal nerve segments post sciatic nerve transection at different time-points. Quantities were normalized to endogenous β-actin expression. Error bars represent standard deviation. D–F, Immunohistochemical analysis of the proximal nerve segments, showing that Birc2, Birc3 and Tnfrsf1a localized in the SCs, respectively, and that positive stainings increased at 6 h postaxatomy. Scale bars, 50 µm.

As displayed in the gene networks of distal segments, the protein of Birc2 was not detected in the experimental times by western blot, whereas both Birc3 and Tnfrsf1a were upregulated from 0.5 h, and peaked at 1 h (Figure S2). Though the cDNA microarray has screened both apoptotic and anti-apoptotic molecular changes, extensive investigation has shown that the distal segment has complex molecular regulatory mechanism leading to the SCs circumvention of apoptosis. We also found that the cleaved caspase 3 was undetectable in the distal segments (Figure S2), and TUNEL staining further confirmed that there appeared no SCs apoptosis except for the surrounding perineurium (Figure S2).

### Involvements of Birc2, Birc3 and Tnfrsf1a in anti-apoptosis of primary Schwann cells

To understand whether Birc2, Birc3 and Tnfrsf1a inhibited apoptosis through caspase 3 and caspase 6 pathways, Birc2, Birc3 and Tnfrsf1a siRNA oligonucleotides were transfected in primary SCs with a purity of approximately 90% evaluated by S100 labeling (Figure 4D). The transfection efficiency measured by Cy3 control experiments is approximately 95% (Figure 4E). One of two siRNA oligonucleotides with higher efficiency of interference was selected for the following determination (Figure 4A–C). The expression of Birc2, Birc3 and Tnfrsf1a was specifically downregulated after transfection with corresponding siRNA at 48 h and 72 h, whereas the expression of control proteins was unaffected as revealed by immunoblotting (Figure 4A–C). The knockdown of Birc2, Birc3 or Tnfrsf1a resulted in an increased TUNEL-positive cell numbers (Figure 5A–C). To further confirm that siRNA oligonucleotides induce primary SCs apoptosis, cells were stained with annexin-V/propidium iodide (PI), and subsequently analyzed by flow cytometry. After siRNAs transfection for 48 h, a significant number of SCs showed annexin-V positive and PI negative staining, which increased from 11.18% of control cells to 25.87% for Birc2-siRNA, 28.94% for Birc2-siRNA and 28.64% for Tnfrsf1a-siRNA. The apoptotic SCs showed an augment after siRNAs transfection for 72 h, with the percentages increasing from 16.91% of control cells to 32.23% for Birc2-siRNA, 36.01% for Birc2-siRNA and 37.52% for Tnfrsf1a-siRNA (Figure 5D). The numbers of apoptotic cells measured by flow cytometry were less than those by the TUNEL method, due to the TUNEL's determination of the necrotic cells [31]. These results indicate that Birc2, Birc3 and Tnfrsf1a play roles of anti-apoptosis in SCs *in vitro*.

**Figure 4:**
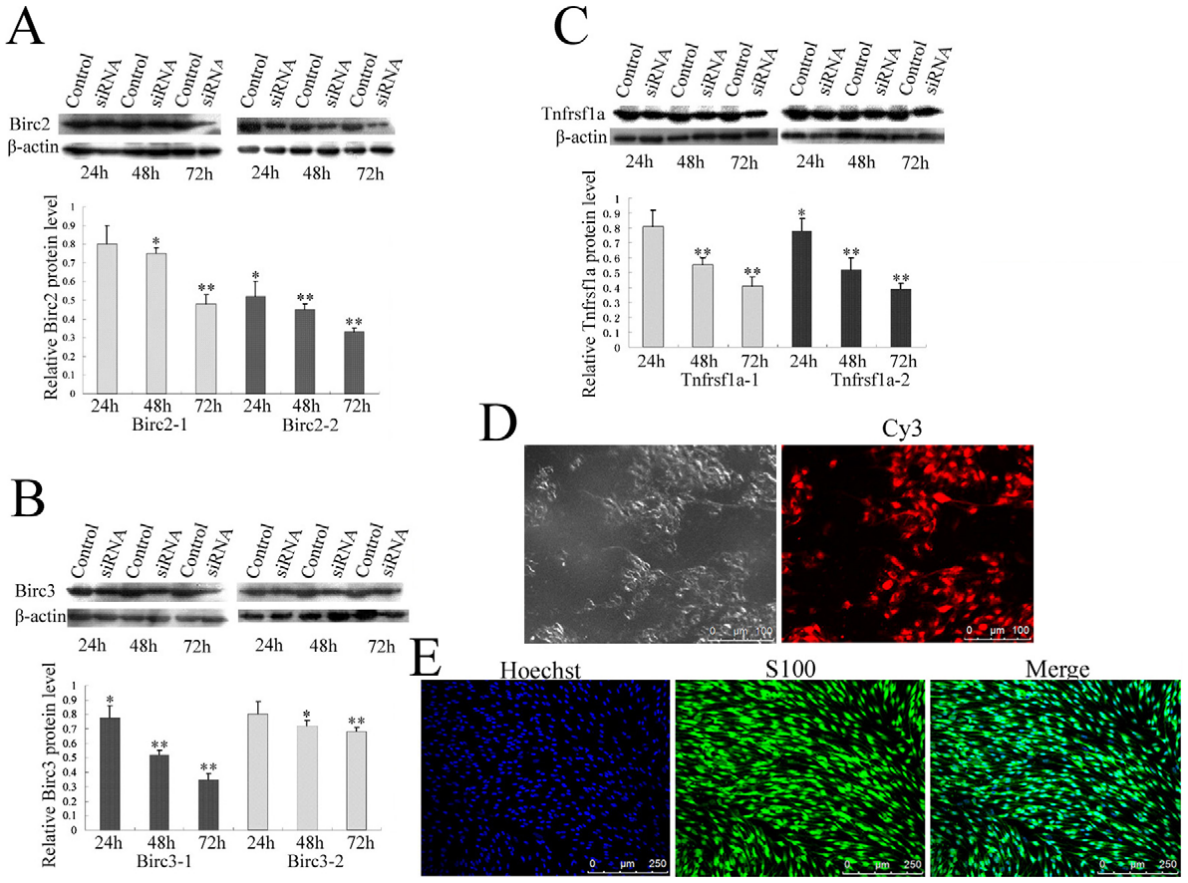
Determination of siRNA interference in SCs. A–C, Interference efficiency of two siRNA oligonucleotides for Birc2, Birc3 and Tnfrsf1a was measured by Western blot, and siRNA oligonucleotides Birc2-2, Birc3-1 and Tnfrsf1a-2 were used for further knockdown experiments, respectively; D, Determination of siRNA transfection efficiency by Cy3 control; E, Determination of SCs purity by immunoreactivity of Hoechst and S100.

**Figure 5:**
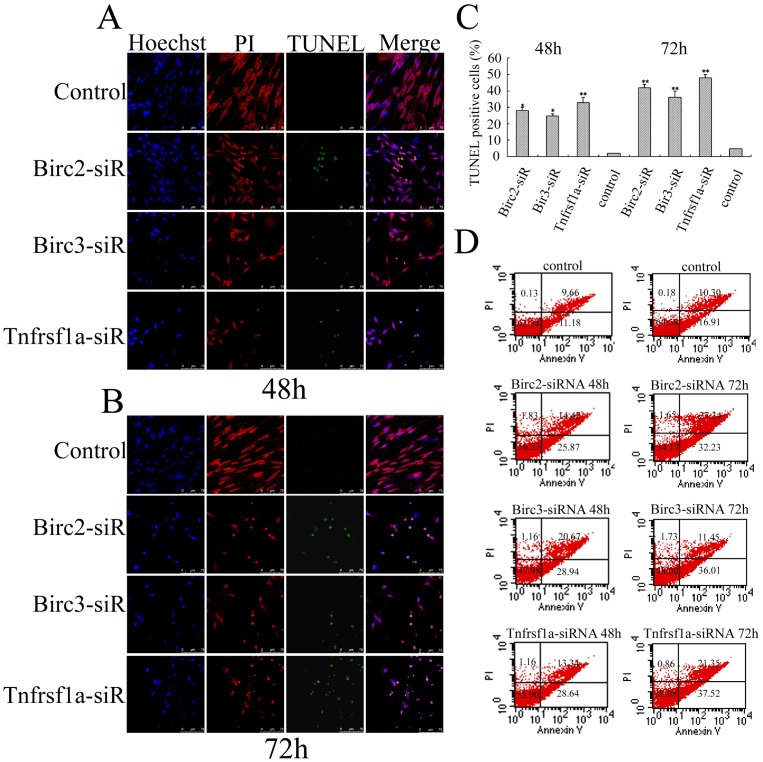
Apoptotic determination of SCs following siRNA knockdown. A and B, Confocal microscopy of TUNEL immunoreactivity after siRNA oligonucleotides transfection for 48 h and 72 h, respectively; C, Statistic analysis for A and B; D, Flow cytometric analysis of apoptotic SCs with a combination of Annexin V-FITC and Propidium Iodide after siRNA oligonucleotides transfection for 48 h and 72 h, respectively.

The parallel experiments revealed that both caspase 3 and caspase 6 were upregulated in accordance with the knockdown of Birc2, Birc3 or Tnfrsf1a after transfection of siRNA at 48 h and 72 h, respectively (Figure 6A–B), indicating that the anti-apoptotic function of Birc2, Birc3 or Tnfrsf1a in SCs was performed by suppressing downstream target genes including caspase 3 and caspase 6. The results were entirely consistent with those of the gene network analysis.

**Figure 6:**
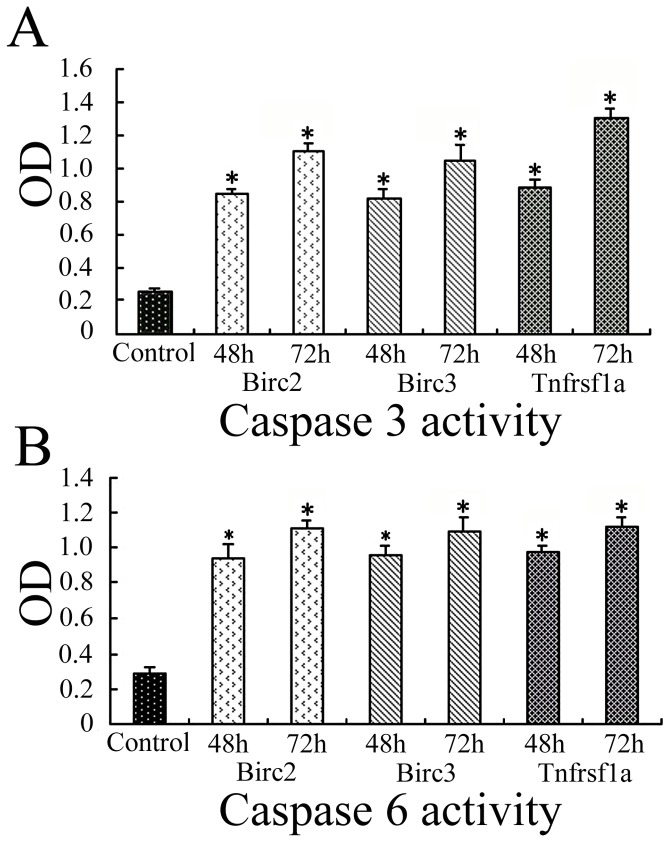
Caspase 3 and caspase 6 colorimetric assay. A, Showing the activities of caspase 3; B, Showing the activities of caspase 6. The enzymes activities in SCs after siRNA oligonucleotides transfection for 48 h and 72 h are measured by OD values from a specific colorimetric assay. Data are expressed as means ± SD of three independent experiments (n = 3). P<0.01.

## Discussion

A plethora of proofs reveal that TNF-α is able to potentiate SCs apoptosis through the modulation of their phenotype, and the distal segments of axotomised sciatic nerves are more susceptible to apoptosis [12]. These might be partly explained by analysis of gene network in current investigation showing that the apoptotic signaling pathway was triggered in several hours, and the anti-apoptotic protein Birc2 was not activated in the distal segments (Figure S1, S2). It has been regarded that adult SCs apoptosis is not a common phenomenon at early stages of peripheral nerves degeneration [32], but molecular changes do occur in the mature cells, including upregulation of p75^NTR^ expression [33], activation of c-Jun N-terminal kinase JNK and NFκB [34]. The levels of p75^NTR^ expression seem to be, to some extent, a precipitating factor to SCs apoptosis [35]. These suggested that, the inflammatory milieu elicited by TNF-α, have an effect on mature SCs physiology through apoptotic signal pathway. Interestingly, a high level of p75^NTR^ was also observed in the proximal nerve segments [12]. At meantime, signal transduction through anti-apoptotic molecules was also activated, implying that anti-apoptotic preservation of TNF-α-mediated pathway prevented the proximal nerves from the destruction of inflammatory milieu. It was noteworthy that the SCs from the distal segments also circumvented apoptosis. Whether Birc3 was involved in the TNF-α-mediated anti-apoptotic pathway, as it did in the proximal segments, remains further elucidated.

A dose more than 10 ng/ml of TNF-α potentiated the apoptosis of SCs *in vitro* [12], while less than the dose did not, as has previously been reported from several studies [36]. High dose of TNF-α promotes SCs apoptosis by increasing p75^NTR^ expression, and produced only a transient activation of NFκB [12]. However, a low dose of TNF-α was capable of partially restoring Schwann cell–axonal interactions in TNF^−/−^ cocultures by modulating downstream effectors [26], suggesting that TNF-α could regulate the fate of SCs in a dose-dependent manner through its activation of the TNFR1/complex 1 signal transduction pathway or other related death receptors such as p75^NTR^ known to induce SCs apoptosis [12].

TNFR1 ligation by TNF-α induces the formation of the receptor signaling complex, which employs the DD-containing adaptor molecule TRADD (TNF Receptor Associated Death Domain). Through its amino-terminal region and death domain TRADD in turn recruits TNFR-associated factor-2 (TRAF-2) and receptor interactive protein (RIP), which are required for the functional assembly of the TNFR1 signaling complex. By binding to TRAF2, Birc2 and Birc3 are recruited to TNFR-1 and -2 signaling complexes, where they modulate the activity of caspase 8, and then the activity of caspase 3, caspase 6, and caspase 7 [25], [37]. However, the exact molecular mechanism of anti-apoptotic activity of these two cellular Bircs, is still not well defined. Several studies revealed that the anti-apoptotic activity against various pro-apoptotic stimuli was mainly attributed to the other member of IAPs family, XIAP. While Birc2, Birc3 exhibited weak binding to and inhibition of caspases [37], [38]. Systematic level analysis following peripheral nerve injury demonstrated that Birc2 and Birc3 initiated the vital inhibition of caspases in response to the challenge of inflammation. XIAP, however, was not excavated from the gene network.

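The probe of Xiap lies on the X chromosome of rn4 from 3017700 to 3017759 and was well above background on every array. Its log2 normalized signal was -0.60 ± 0.12 at 0 h (SD, n = 3 arrays), -0.83 ± 0.10 at 0.5 h, -0.90 ± 0.06 at 3 h, -1.01 ± 0.01 at 6 h and -0.86 ± 0.11 at 9 h, so that no time-point lay above 0 h. Xiap fell by 0.41 at 6 h (standard error 0.08, limma adjusted P 0.00292), by 0.36 to 0.55 over the alternatives, and the call was lost only with normexp (adjusted P 0.0978). Its falls by 0.29 at 3 h and by 0.26 at 9 h (adjusted P 0.032 and 0.026) were both lost with normexp (0.333 and 0.317) and without replicate 2 or 3 of 0 h (0.126 and 0.0877 at 3 h, 0.102 and 0.073 at 9 h). The call at 3 h was also lost with a shift to the median (0.0862), with no filter on dim probes (0.0541) and without replicate 2 or 3 of 3 h (0.115 and 0.0757), and that at 9 h without replicate 1 of 0.5 h (0.0348), replicate 1 or 2 of 6 h (0.0329 and 0.0356) or replicate 1 or 3 of 9 h (0.0466 and 0.111). Over all time-points Xiap was called (adjusted P 0.0151), but not without replicate 2 or 3 of 0 h (adjusted P 0.047 and 0.0441), without replicate 1, 2 or 3 of 6 h (0.0321, 0.0376 and 0.0333), with a shift to the median (0.0589) or with normexp (0.294). Between 1 h and 6 h, which share a scan day, it fell by 0.29 (adjusted P 0.0241).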

Expression levels of Tnfrsf1a were elevated after sciatic nerve tansection, and knockdown of the Tnfrsf1a in the primary cultured SCs resulted in the increased numbers of apoptosis, suggesting that Tnfrsf1a regulated the inflammation-mediated anti-apoptosis of peripheral nerves in canonical NFκB signaling pathways. 

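Lists of marker genes for other cell types were tested as sets with camera at each time-point against 0 h, 45 tests over 9 lists, and 20 of the tests were past the threshold. Of these, 11 also passed with fry, and 6 with the correlation between genes estimated from the data, the neutrophil list at 3 h, 6 h and 9 h and the immediate early genes at 0.5 h, 1 h and 3 h. The median change of 12 neutrophil markers was 1.27 at 0.5 h, 1.82 at 1 h, 3.23 at 3 h, 4.11 at 6 h and 4.42 at 9 h on the log2 scale (adjusted P 5.4e-05, 7.26e-07, 4.95e-11, 4.39e-10 and 1.32e-09), not called at 0.5 h among probes well above background on all 18 arrays (1.48, adjusted P 0.0865). At each of these time-points the list mean of all 3 arrays lay above every array of 0 h, where 1 of the 10 splits of 6 arrays keeps the groups apart by chance. Only 5 of the 12 genes were well above background on all arrays of 0 h, and with 4 genes set at their lower bound the medians were 1.05, 1.42, 3.15, 4.11 and 4.18. With normexp, which moved the list most, the medians were 0.32, 1.22, 2.00, 1.97 and 2.05, all still called. By the F-test 11 of the 12 genes were called, the same number adjusted over the list alone. Among 13 macrophage markers 9 were called, in both directions. Fcgr2a was 2.55 higher at 9 h (standard error 0.26, limma adjusted P 1.22e-05) and Cd14 was 2.15 higher (standard error 0.24, adjusted P 2.6e-05), while Adgre1 fell by 0.91 (standard error 0.20, adjusted P 0.00343). As a set the macrophage genes fell by a median of 0.29 at 1 h (adjusted P 0.0446), which was past the threshold neither in fry nor in 13 other settings, among them quantile normalization (-0.27, adjusted P 0.166) and those without replicate 1 or 3 of 0 h (adjusted P 0.0763 and 0.137), replicate 1 or 2 of 1 h (0.211 and 0.104), replicate 2 of 3 h (0.0513), replicate 1 of 6 h (0.0509) and replicates 2 and 3 of 9 h (0.057 and 0.0511). At 6 h their median was 0.04 and turned to -0.10 with a shift to the median. In the deposited matrix the set was higher at 3 h, 6 h and 9 h (adjusted P 0.0496, 0.0453 and 0.0179), with normexp at 6 h and 9 h (0.048 and 0.0043), with quantile normalization at 9 h (0.0232), and without replicate 1 of 3 h at 3 h (0.0389). The 12 endothelial genes (6 called) were not called as a set at any time-point, except at 1 h without replicate 1 of 1 h (0.31, adjusted P 0.0414), and their median and mean differed in sign at 6 h (-0.10 and 0.05) and 9 h (-0.06 and 0.12). Of 10 fibroblast genes 7 were called, and the set fell by a median of 0.45 at 9 h (adjusted P 0.0434, and 1.11e-05 in fry). That call was lost with quantile normalization (-0.17, adjusted P 0.771), in the deposited matrix (-0.12, 0.802), with normexp (0.0646), with a shift to the median (0.0525), among probes well above background on all 18 arrays (0.108), and without replicate 1 of 0 h (0.0865), replicate 2 of 9 h (0.0993) or any array of 1 h (0.0531, 0.0574 and 0.0636). With normexp it was called at 1 h and 3 h (adjusted P 0.0043 and 0.00542), and at 6 h with no filter on dim probes (0.0366) and in fry (0.000579). Transcripts of fast skeletal muscle differed between arrays of the same time-point, with a within-time SD of 2.79 for the mean of 15 muscle genes, none of which was called.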

The proximal stump is a heterogeneous tissue that includes connective tissue and microvasculature as well as macrophages or other cells of the immune system. Tissue immunohistochemistry demonstrated that Birc2, Birc3 and Tnfrsf1a positive staining colocalized with S100, indicating that it is SCs that were responsible for the inflammation-mediated anti-apoptosis of peripheral nerves.

In the same sub-network, the signaling pathway molecules of inflammatory cytokines IL-1 and IL-6 appeared as master regulators to mediate immune response (Figure 1, III). 

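Il1r1, the receptor of IL-1, was 2.00, 1.91 and 2.03 higher at 3 h, 6 h and 9 h than at 0 h on the log2 scale (standard error 0.23, limma adjusted P 9.42e-05, 7.63e-05 and 3.55e-05). Its partner Il1rap was 0.77, 1.07 and 1.26 higher at the same time-points (standard error 0.14, adjusted P 0.00276, 0.000137 and 2.85e-05). The adaptor Myd88 was 1.17 higher at 6 h (standard error 0.21, adjusted P 0.00125) and the kinases Irak3 and Irak4 were 1.06 and 1.26 higher (adjusted P 0.00195 and 0.000435), whereas Irak1 was not called over the time-points (adjusted P 0.134). With normexp Il1r1 was not called at 3 h, 6 h or 9 h (1.74, 1.08 and 1.11, adjusted P 0.0572, 0.234 and 0.176), nor were Irak3 and Irak4 at 6 h (0.58 and 0.88, adjusted P 0.756 and 0.358). Irak1 was called without replicate 3 of 1 h (adjusted P 0.0185) and with array weights (0.0179). Of the ligands, Il1b was already 2.68 higher at 0.5 h (standard error 0.33, adjusted P 0.000518) and 4.43 higher at 6 h (adjusted P 1.31e-06), and Il1a, not well above background at 0 h, was at least 7.87-fold higher at 6 h by the processed signal (adjusted P 1.58e-05), while with normexp its fitted log2 change was 1.36 (adjusted P 0.384). Il6 was not well above background on any array of 0 h, and was at least 13.6-fold higher at 0.5 h, 36.4-fold at 1 h, 115-fold at 3 h, 129-fold at 6 h and 104-fold at 9 h (adjusted P of the F-test 1.99e-10). These bounds hold for the processed signal, and with normexp the fitted changes of Il6 were 2.08, 3.36, 4.74, 4.98 and 4.67 on the log2 scale, all called. Clcf1, a ligand of the same receptor family, showed no change at 0.5 h (0.06, adjusted P 0.865) and was 2.71 higher at 3 h and 4.49 higher at 6 h (standard error 0.17, adjusted P 4.69e-07 and 9.28e-10). Osm was 2.29 higher at 6 h (standard error 0.49, adjusted P 0.0039), and 0.85 with normexp, where it was not called (adjusted P 0.61). The shared receptor chain Il6st was 0.92 higher at 9 h (standard error 0.18, adjusted P 0.00138), and Il6ra was 1.00 higher at 3 h (standard error 0.17, adjusted P 0.00185) but not with normexp (0.81, adjusted P 0.053). Over all time-points the call of Il6st (adjusted P 0.00968) was lost without replicate 1 of 9 h (0.0357) and with a shift to the median (0.0344). All 12 pairs of the IL-1 and IL-6 genes in Table 2, Fadd among them, have positive weight values, and within time-points 7 of them had a positive correlation. Over the 18 arrays all 12 correlations were positive, but genes that change together with time have such correlations, and random pairs of called genes had a median absolute correlation of 0.49. From 1 h to 6 h, within 1 scan day, Il1r1 (2.22), Il1rap (1.03), Myd88 (0.97), Irak3 (0.97), Irak4 (1.15), Clcf1 (4.43), Il6 (1.83) and Il6ra (0.45) were called, and Irak1 (-0.09), Osm (1.33) and Il6st (0.31) were not (adjusted P 0.755, 0.0805 and 0.239).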

Il1rap and Il1r1 could interact with IL-1 to form the trimeric IL-1/Il1r1/Il1rap complex, thus triggers recruitment and binding of several intracellular adaptor proteins and kinases including Toll-interacting protein (Tollip), myeloid differentiation factor 88 (MyD88), and members of the IL-1R associated kinase (IRAK) family. These in turn activate downstream NFκB or the immune-related signaling pathway [39]. The PI3K/Akt/NFκB cascade could also be activated by IL-6, functions cooperatively to achieve the maximal anti-apoptotic effect of IL-6 against TGF-β. Therefore, NFκB is the key related regulators for inflammation-mediated signaling pathway. Birc2 and Birc3 are able to regulate pro-survival NFκB signaling [38], the two Bircs might be the most potential targets for anti-apoptotic protection mediated by inflammatory cytokines.

## Materials and Methods

### Animal surgery and tissue preparation

The experiments were performed on adult male Sprague-Dawley rats weighing 180–220 g. Thirty-six rats were randomly divided into six groups. The rats were anaesthetized by an intraperitoneal injection of complex narcotics (85 mg/kg trichloroac etaldehyde monohydrate, 42 mg/kg magnesium sulfate, 17 mg/kg sodium pentobarbital), and the sciatic nerve was exposed and lifted through an incision on the lateral aspect of the mid-thigh of left hind limb. A 1 cm long segment of sciatic nerve was then resected at the site just proximal to its division to tibial and common peroneal nerves, and the incision sites were then closed. The proximal segments of 0.5 cm were collected at 0 h, 0.5 h, 1 h, 3 h, 6 h and 9 h, and the distal segments of 0.5 cm were collected at 0 h, 0.5 h, 1 h, 3 h, 6 h, 9 h and 12 h after injury, respectively. The experiments were approved according to the Animal Care and Use Committee of Nantong University and the Jiangsu Province Animal Care Ethics Committee (Approval ID: SYXK(SU)2007-0021).

### cDNA array hybridization, data acquisition and evaluation

Total RNA was extracted using the mirVana™ miRNA Isolation Kit (Ambion, Austin, TX) according to the manufacturer's instructions. The quality of the purified RNA was assessed using a BioAnalyzer 2100 (Agilent Technology, Santa Clara, CA). The purified RNA was quantified by determining the absorbance at 260 nm using a Nanodrop ND-1000 spectrophotometer (Infinigen Biotechnology Inc., City of Industry, CA).

A cDNA array (Agilent Technology) was used from rat proximal nerve of 0 h, 0.5 h, 1 h, 3 h, 6 h and 9 h groups. The labeling and hybridization were performed at the Shanghai Biochip Company according to the protocols. Agilent Scan Control software was used for scanning the microarray slides, and Agilent Feature Extraction (FE) software version 9.5.3 was used for image analysis. Microarray data were analyzed using GeneSpring GX v11.0 software (Agilent Technology). All data is MIAME compliant, and the raw data has been deposited in a MIAME compliant database (NCBI Accession number: Series GSE33175), as detailed on the MGED Society website http://www.mged.org/Workgroups/MIAME/miame.html.

### Analysis of gene network

The RVM (Random variance model) F-test was applied to filter the differentially expressed genes of the control and experiment groups for raising degrees of freedom in the cases of small samples. After the significant analysis and FDR (false discovery rate) analysis, the differentially expressed genes were selected according to the p-value threshold [40]. The differential genes found at 6 time-points or 7 time-points were further undergone analysis for significant expression tendency (STC). Thus, STC and the genes belonging to it were thus obtained.

Based on the Gene Ontology (GO) database at NCBI, STC-GO analysis was applied to analyze the main function of the differential expression genes [29]. Generally, Fisher's exact test and χ^2^ test were used to classify the GO category, and the FDR was calculated to correct the P-value [41]. The FDR was defined as 
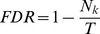
 (*N_k_* refers to the number of Fisher's test 7P-values less than those of χ^2^ test). Within the significant category, the enrichment Re was given by 
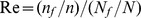
, where *n_f_* is the number of differential genes within the particular category, *n* is the total number of genes within the same category, *N_f_* is the number of differential genes in the entire microarray, and *N* is the total number of genes in the microarray [42].

The pathway of the differential genes was analyzed according to the Kyoto Encyclopedia of Genes and Genomes (KEGG) bioinformatics database. Still, the Fisher's exact test and χ^2^ test were employed to select the significant ones, and the threshold was defined by P-value and FDR. The enrichment Re was calculated referring to the equation above [43]. A dynamic gene regulatory network was constructed according to gene fold expression and gene interaction in pathways. The relationships of the gene expression data were inferred using a continuous time recurrent neural network (CTRNN) as an abstract dynamic model for the gene regulatory network at six time-points, regardless of how such an interaction is realized in concrete biological terms [30]. The following is a general description of the CTRNN model: 
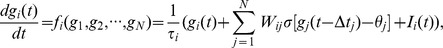
 *τ_i_* denotes the time constant, *I_i_*(*t*) denotes the external input, *W_ij_* denotes gene *j* into gene *i*'s weight, *θ_j_* offset of gene *j*, 
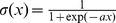
 denotes sigmoid activation function, *g_i_*(*t*) denotes gene *i* expression value of the 

 time point. The model parameters were estimated by using a genetic algorithm.

### TNF-α ELISA assay

Two-site sandwich ELISA was used to identify and quantify TNF-α in the extracts of 0.5 cm proximal segments collected at 0 h, 0.5 h, 1 h, 3 h, 6 h, 9 h and 12 h after injury, according to manufacturer's instructions (Duo-Set; R & D Systems, Minneapolis, MN).

### Real-time quantitative RT-PCR analysis

Quantitative real-time PCR amplification was carried out according to the manufacturer protocol of SYBR® PrimeScript™ RT-PCR Kit (Takara). Gene-specific primers were designed as follows: Tnfrsf1a-F: 5′-TGTTGCCTCTGGTTATCTT-3′, Tnfrsf1a-R: 5′-ACCCTCCACCTCTTTGAC-3′; Birc2-F: 5′-CTTAGTCAAGGGAAATGC-3′, Birc2-R: 5′-CAATGACAAGCCTGAAAC-3′; Birc3-F: 5′-TACTGTATTAGCGAAAGGAA-3′, Birc3-R: 5′-CAATGTCATCTGTGGGAAG-3′; β-actin-F: 5′-GTCACCAACTGGGACGAT-3′, β-actin-R: 5′-GAGGCATACAGGGACAACA-3′. Quantitative real-time PCR was performed with the 7300 real-time PCR system (Applied Biosystems). The relative expression value of each gene was determined using the manufacturer's 2^−ΔCt^ method and subsequent normalization to β-actin. Each sample was measured in duplicate. Data are provided as means ± SD.

### Schwann cells culture and treatment

SCs were prepared from sciatic nerves of adult male Sprague-Dawley rats and purified by complement lysis as described by Brockes et al. [27]. Cultures were expanded in Dulbecco's modified Eagle's medium (Gibco, Grand Island, NY, USA) supplemented with 10% (v/v) fetal calf serum. For apoptotic determination, SCs with 90% confluency were treated with 0–40 ng/ml soluble recombinant rat TNF-α (Peprotech, endotoxin level <1 EU/µg) for 12 h and 24 h, respectively. SCs with 30–50% confluency were transfected with 40 nM siRNA using Lipofectamine™ RNAiMAX transfection kit (Invitrogen) according to the protocol. Cells at 24 h, 48 h and 72 h were collected and stored at −20°C for biochemical assay, or fixed and immunolabeled for S100 and Hoechst to assess the total number of SCs. Fluorescently tagged control Cy3 was used as a marker for transfection.

### Western blot

Protein was extracted from SCs, proximal and distal segments with a buffer containing 1% SDS, 100 mM Tris–HCl, 1 mM PMSF, and 0.1 mM β-mercaptoethanol. Protein concentration of each specimen was detected by the Bradford method to maintain the same loads. Protein extracts were heat denatured at 95°C for 5 min, electrophoretically separated on 10% SDS–PAGE, and transferred to PVDF membranes. The membranes were subjected to the reaction with a 1∶1000 dilution of cleaved caspase 3 (Asp175, Cell Signaling), 1∶1000 dilution of monoclonal anti-Bcl2 antibody (Sigma), 1∶1000 dilution of monoclonal anti-Bax antibody (Sigma), 1∶1000 dilution of goat anti-Birc2 polyclonal antibody, 1∶1000 dilution of rabbit anti-Birc3 polyclonal antibody (Santa Cruz, CA) or 1∶1000 dilution of rabbit anti-Tnfrsf1a polyclonal antibody (Abcam, Hongkong) in TBS buffer at 4°C overnight, followed by a reaction with secondary antibody conjugated with horseradish peroxidase (HRP) (donkey anti-goat HRP dilution 1∶2000 or goat anti-rabbit HRP dilution 1∶1000, Santa Cruz) at room temperature for 2 h. After the membrane was washed, the HRP activity was detected using an ECL kit. The image was scanned with a GS800 Densitometer Scanner (Bio-Rad), and the data were analyzed using PDQuest 7.2.0 software (Bio-Rad). β-actin (1∶5000) was used as an internal control.

### Tissue immunohistochemistry

The sciatic nerve was harvested, post-fixed and sectioned. Sections were allowed to incubate with goat anti-Birc2 polyclonal antibody (1∶50 dilution, Santa Cruz, CA), rabbit anti-Birc3 polyclonal antibody (1∶100 dilution, Santa Cruz, CA), rabbit anti-Tnfrsf1a polyclonal antibody (Abcam, Hongkong), and rabbit anti-S100 polyclonal antibody (1∶400 dilution, Sigma) or mouse anti- S100 monoclonal antibody (1∶400 dilution, Sigma) at 4°C for 24 h. The sections were further reacted with the FITC-labeled secondary antibody goat anti-mouse IgG (1∶200 dilution, Gibco), the Cy3-labeled secondary antibody goat anti-rabbit IgG (1∶200 dilution, Santa Cruz), the FITC-labeled secondary antibody donkey anti-goat IgG (1∶200 dilution, Gibco), or the TRITC-labeled secondary antibody donkey anti-rabbit IgG (1∶200 dilution, Gibco) at 4°C overnight, followed by observation under a confocal laser scanning microscope (Leica, Heidelberg, Germany).

### TdT-Mediated dUTP-Biotin Nick end Labeling (TUNEL) assay

The section and the cells after siRNA transfection and fixing in 4.0% paraformaldehyde for 20 min,were subjected to TUNEL assay by the Dead EndTM Fluorometric TUNEL system (Promega, Madison, WI) according to the manufacturer's specifications. Cells were then incubated simultaneously with 5 µM Hoechst 33342 (staining healthy cells) and 5 µg/ml propidium iodide (Sigma), for 15 min in a water bath at 37°C. Reaction was visualized under a TCS SP2 confocal microscope and DMR fluorescence microscope (Leica Microsystems, Wetzlar, Germany). Three independent experiments were performed in duplicate and at least 30 fields from each independent experiment were imaged using confocal microscopy.

### Flow cytometry

The SCs were harvested and resuspended in a 1× binding buffer (10 mM HEPES, 140 mmM NaCl, 2.5 mM CaCl_2_) at a concentration of 1×10^6^ cell/ml. In addition to a 100 µl aliquot of the cell suspension, 5 µl of FITC-conjugated annexin V (PharMingen, San Diego, CA) and 5 µl of 50 µg/ml propidium iodide (PI) were added. After incubation for 15 min in the dark at room temperature, cells were analyzed for annexin V binding within 1 h with a flow cytometer (BD FACScalibur, BD Bioscience, San Jose, CA).

### Caspase 3 and caspase 6 colorimetric assays

The SCs cells were collected and washed with phosphate buffer saline (PBS, pH 7.2). After centrifugation, caspase 3 and caspase 6 colorimetric assays were performed with an EIX-800 Microelisa reader (Bio-Tek Inc., USA) according to the manufacturer's specifications (Abcam).

## Supporting Information

Figure S1 **Gene network analysis of the distal nerve segments in short time-series following rat sciatic nerve transection.** The lines indicate the interactions between each gene, and the weight value is illustrated by the width of lines.
(TIF) Click here for additional data file.

Figure S2 **The comparative analysis of Birc2, Birc3 and Tnfrsf1a protein levels in the proximal and distal segments, and apoptotic detection of distal segments.** A, Western blot of Birc2, Birc3 and Tnfrsf1a in the proximal segments; B, Western blot of Birc2, Birc3, Tnfrsf1a and cleaved caspase 3 in the distal segments; C, TUNEL staining of the distal segments at 0 h, 1 h, 6 h and 12 h after rat sciatic nerve transection.
(TIF) Click here for additional data file.

Table S1 **KEGG pathway analysis of distal segment.**
(DOC) Click here for additional data file.

Table S2 **Effect of key regulated gene on the downstream genes.**
(DOC) Click here for additional data file.

# Supplementary material for: Gene Network Revealed Involvements of Birc2, Birc3 and Tnfrsf1a in Anti-Apoptosis of Injured Peripheral Nerves
**Source:** PLoS One. 2012 Sep 17;7(9):e43436. doi: 10.1371/journal.pone.0043436
**Supplement:** Table S1 — KEGG pathway analysis of distal segment.

| Pathway | Count | *P* value | qFDR |
| --- | --- | --- | --- |
| Cytokine-cytokine receptor interaction | 50 | 3.54E-21 | 1.41E-19 |
| MAPK signaling pathway | 52 | 2.47E-18 | 4.91E-17 |
| Hematopoietic cell lineage | 25 | 1.42E-14 | 1.88E-13 |
| Jak-STAT signaling pathway | 33 | 1.49E-13 | 1.48E-12 |
| Olfactory transduction | 3 | 2.49E-12 | 1.98E-11 |
| Cell adhesion molecules (CAMs) | 30 | 8.95E-11 | 5.53E-10 |
| Toll-like receptor signaling pathway | 23 | 1.85E-10 | 9.17E-10 |
| Purine metabolism | 25 | 8.00E-09 | 3.29E-08 |
| Fc epsilon RI signaling pathway | 18 | 9.61E-09 | 3.82E-08 |
| B cell receptor signaling pathway | 18 | 1.54E-08 | 5.56E-08 |
| Nicotinate and nicotinamide metabolism | 8 | 5.22E-08 | 1.61E-07 |
| Natural killer cell mediated cytotoxicity | 21 | 5.44E-08 | 1.66E-07 |
| Aminoacyl-tRNA biosynthesis | 12 | 7.47E-08 | 2.12E-07 |
| Regulation of actin cytoskeleton | 28 | 1.24E-06 | 2.90E-06 |
| Arginine and proline metabolism | 10 | 1.40E-06 | 3.20E-06 |
| Leukocyte transendothelial migration | 20 | 1.85E-06 | 3.95E-06 |
| Apoptosis | 18 | 2.01E-06 | 4.21E-06 |
| Focal adhesion | 26 | 3.33E-06 | 6.62E-06 |
| Neuroactive ligand-receptor interaction | 31 | 5.48E-06 | 1.03E-05 |
| Glycerophospholipid metabolism | 11 | 7.43E-06 | 1.34E-05 |
| Adipocytokine signaling pathway | 13 | 2.27E-05 | 3.76E-05 |
| VEGF signaling pathway | 13 | 6.05E-05 | 9.50E-05 |
| ECM-receptor interaction | 13 | 8.17E-05 | 0.0001249 |
| Insulin signaling pathway | 18 | 0.0001594 | 0.000224 |
| Gap junction | 14 | 0.0001685 | 0.0002346 |
| T cell receptor signaling pathway | 15 | 0.0001846 | 0.0002529 |
| Proteasome | 7 | 0.0002402 | 0.0003181 |
| Arachidonic acid metabolism | 10 | 0.0005401 | 0.0006702 |
| GnRH signaling pathway | 13 | 0.0005683 | 0.0007011 |
| Primary immunodeficiency | 8 | 0.0006859 | 0.0008258 |

How the deposited data were processed for this re-analysis (not part of the article)

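RNA of proximal sciatic nerve segments was measured on 18 Agilent rat arrays of 1 colour, 3 for each of 0 h, 0.5 h, 1 h, 3 h, 6 h and 9 h after transection. Time-points and replicate numbers were taken from the sample labels and the paper. Distal segments, the quantitative PCR and the staining were not analysed here, nor were the weight values of the paper's network fitted again. Values of some named genes are not reported here, though the genes remain in the counts, lists and pairs.

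The authors deposited the scanner output of each array, written by Agilent's Feature Extraction software (version 10.5.1.1 in the files). Its processed signal is a linear intensity from which, per the file headers, the background was subtracted with negative controls and spatial and multiplicative trends were removed, with a surrogate value for dim spots. The authors also deposited a matrix of log2 values, which hold the same distribution on all 18 arrays and so were quantile normalized before deposit, with no centring of genes. Neither its scale nor its direction stays unknown, since within each array it ranks the probes as the scanner output does. The deposited flags for outlier, saturated, control and well above background spots, and the mean and local background signals, were used as the files give them.

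From there, control spots and outlier spots were left out, the log2 processed signal was taken relative to the 75th percentile of its array, and spots of 1 probe were averaged. A probe was tested if it was well above background on all 3 arrays of at least 1 time-point. Of 41012 probes, 16336 were named through the accession of the files in a RefSeq table for rat and 20068 through an accession or a listed symbol, and the others kept the name in the files. Probes were given the coordinates of the files on rn4. For a gene with several probes the tested probe with the highest mean was reported, and a gene counts as called if any of its probes is.

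The fit was limma's, with all 6 time-points in 1 model and moderated statistics (prior degrees of freedom 1.9). A probe was called with an unadjusted P-value under 0.01 and a Benjamini-Hochberg adjusted P-value under 0.05, in the F-test over the time-points or in the contrast of a time-point with 0 h. Lists of markers of Schwann cells, macrophages, neutrophils, endothelium, fibroblasts, skeletal muscle, adipocytes and erythroid cells, and of immediate early genes, were tested with camera (preset correlation 0.01), fry, and camera with an estimated correlation. None of the 6 genes of a list for sex was found on the array by name. Correlations were tested with 100000 permutations, or exactly within clusters. Profile models, symbol families and pairs of Table 2 were tested as described beside their results.

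On simulated data with 200 changed probes of 32109, the contrast of 6 h with 0 h found 88.2% of probes changed 4-fold and 58.9% of those changed 2-fold, and the F-test 82.8% and 56.1%. Of the unchanged probes 10 were called at 6 h. The simulated noise was independent between probes and arrays, and probes were changed at 6 h only. In the data 10984 probes were called in the F-test, so these rates do not carry over to the data.

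The genes named in the text are those of the paper's Table 2, text and Figure 1 for proximal segments, those of the lists, and the 10 genes with the largest change against 0 h among genes called in the F-test, well above background on all 18 arrays, and with all 3 arrays at that time on the same side of all 3 arrays of 0 h. This rule, the design of each test, the marker lists other than that of NFκB targets, and the alternatives were fixed before the data were examined, apart from 1 alternative with the skeletal muscle list as a covariate. Every contrast of 6 h with 1 h, and the tests said beside their results or at the start of a closing section to be chosen after results were seen, were not fixed in that way.

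The alternatives were normexp background correction (offset 50), quantile normalization, a shift to the median, the deposited matrix, no filter on dim probes, only probes well above background on all 18 arrays, a block for replicate number or scan day, slide as a random block, array weights, a trend with a robust prior, only the 6 arrays of a contrast, an ordinary 2-sample test, other thresholds, 1 probe per gene, other profile settings, and leaving out each array in turn. The number of arrays and the signal over background limit the precision. The median signal of an array was 145.2 to 163.2 at 0 h and 193.9 to 264.0 at 9 h.

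R 4.3.3, limma 3.58.1 and data.table 1.17.8 were used, with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.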

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

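The tests of blood left in the segment and of replicate 3 of 0 h, and the contrast of 6 h with 1 h within a scan day, were chosen only after the results were seen.

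Outside the genes that the paper discusses for proximal segments, the 10 genes with the largest changes stood far above their level at 0 h. By the rule that chose them, all 3 arrays at that time lay on one side of all 3 arrays of 0 h, which chance gives in 10% of splits of 3 against 3. Cxcl2 was 8.11 higher at 6 h on the log2 scale (standard error 0.25, limma adjusted P 1.61e-10), Cxcl3 7.98 at 9 h, Cxcl1 6.38 at 3 h, Il1rl1 7.06 at 9 h, Il1r2 5.18 at 9 h and Nrg1 5.29 at 9 h. Fosl1 was 6.79 higher at 6 h and Fos 5.69 at 0.5 h, S100a8 6.12 at 9 h and S100a9 5.44 at 9 h. Each kept its direction and its call under the 10 alternatives and with each of the 18 arrays left out. The largest move was that of Cxcl2 at 6 h, to 6.53. The time-points from 1 h on were scanned on other days than 0 h. Between 6 h and 1 h, both of the second scan day, Il1rl1 rose by 7.01, Fosl1 by 4.95, Cxcl3 by 4.41, Il1r2 by 4.3, Nrg1 by 4.04, S100a8 by 2.99 and S100a9 by 2.32, and Fos fell by 3.03, all called, while Cxcl2 (0.26, adjusted P 0.425) and Cxcl1 (-0.75, adjusted P 0.0492) were not. Each slide held arrays of 1 time-point only, so slide and time cannot be told apart in these contrasts. Against scan day as the whole cause of the changes from 1 h on stand the 5555 genes called between time-points within that day. The share of genes called was 44.5% among probes well above background on all 18 arrays, so a shift in the share of dim probes is not the whole cause either.

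The 16 immediate early genes, which the paper does not discuss as a list, were higher at 0.5 h by a median of 2.07, at 1 h by 2.12, at 3 h by 1.21, at 6 h by 0.98 and at 9 h by 0.81 (camera adjusted P 1.44e-30, 4.96e-31, 2.25e-15, 3.03e-07 and 0.000221). All 16 were higher from 0.5 h to 6 h, and 15 were called in the F-test, 15 also adjusted over the list alone. The calls held in fry, and with an estimated correlation all but those at 6 h and 9 h (adjusted P 0.0947 and 0.229) did. Of the 16 genes, 2 are on another list and 1 is named by the paper. The contrast of 0.5 h with 0 h lies within 1 scan day but not within 1 slide. A response within 0.5 h is a hypothesis in line with the median of 2.07, but no sham-operated segments are among the samples, so the response to transection was not separated from that to handling.

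The neutrophil list, of which the paper names no gene, was higher by a median of 3.23 at 3 h and 4.42 at 9 h. Blood left in the segment would raise erythroid transcripts alongside, but the erythroid list was 0.51 higher at 9 h and not called (adjusted P 0.381), while the neutrophil list had risen further. This argues against blood for the rise to 9 h only. At 0.5 h, 1 h and 3 h the erythroid list was higher too, and blood stays open for the early part of the rise. Neutrophils entering the stump may account for the rise to 4.42, as a hypothesis. Transcription of the same genes in cells already in the nerve was not tested.

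The erythroid list, 6 genes with none called singly or adjusted over the list alone, was higher by a median of 1.44 at 0.5 h, 1.22 at 1 h and 1.58 at 3 h (camera adjusted P 0.00667, 0.0294 and 0.0185), with all 6 genes higher. None of these calls held in fry (adjusted P 0.0805, 0.135 and 0.0805) or with an estimated correlation. Its most abundant gene, Hbb-b1, had a log2 normalized signal of 7.48 at 0 h. Without replicate 3 of 0 h the medians were 0.71, 0.46 and 0.71 (adjusted P 0.119, 0.343 and 0.171), so that this 1 array may account for the pattern. Over the alternatives the adjusted P of the erythroid list ranged up to 0.552 at 0.5 h, 0.642 at 1 h and 0.627 at 3 h. At 1 h the call was also lost with normexp (1.11, adjusted P 0.0751) and without replicate 2 or 3 of 1 h (1.06 and 1.13, adjusted P 0.0929 and 0.104), and at 3 h with normexp (1.33, adjusted P 0.162) and without replicate 2 of 3 h (1.07, adjusted P 0.0916). At 6 h the median of 1.2 was called without replicate 1 or 2 of 0 h (1.63 and 1.59, adjusted P 0.0468 and 0.0432), with normexp (0.98, adjusted P 0.0395) and with quantile normalization (1.14, adjusted P 0.0485). Whether segments of 0 h held less blood was not tested.

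The adipocyte list, 8 genes of which 2 were called, 2 also adjusted over the list alone, was higher by a median of 0.88 at 0.5 h and 0.69 at 1 h (camera adjusted P 0.00132 and 0.0212), or 0.8 and 0.54 with 1 dim gene at its bound. All 8 genes were higher at both, but neither call held in fry (adjusted P 0.0555 and 0.132) or with an estimated correlation (0.479 and 0.642). Without replicate 3 of 0 h the adipocyte list was still past the threshold at 0.5 h (0.58, adjusted P 0.0299), so that array is not the whole cause there. At 1 h the call was lost without it (0.48, adjusted P 0.18), without replicate 2 or 3 of 1 h (0.49 and 0.54, adjusted P 0.123 and 0.11) and with normexp (adjusted P 0.0751). At 3 h the list was called without replicate 1 of 0 h (0.71, adjusted P 0.0142) and without replicate 1 of 3 h (0.76, adjusted P 0.0162). Different amounts of fat taken with the nerve were not tested apart from a change with time.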

How the results depend on the processing

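The alternative with the skeletal muscle list as a covariate was chosen only after the results were seen.

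Over the time-points the 9888 called genes stayed within 1.5 times in all settings but a change of at least 2-fold (2724) and normexp (3193), and lay between 8624 and 10447 with single arrays left out. Other settings gave 13968 with array weights, of which 9775 were among the 9888, 9902 with quantile normalization, 8987 with a shift to the median, 9791 in the deposited matrix, 9545 among probes well above background on all 18 arrays, 7946 with scan day as a block, and 9945 with the muscle covariate. With normexp 128, 206, 1057, 1927 and 2802 genes were called at 0.5 h, 1 h, 3 h, 6 h and 9 h. The median residual SD was 0.373 with normexp and 0.224 without, and for the dimmest sixth of probes 0.857 and 0.589, so that its wider spread goes with fewer calls. Requiring at least 2-fold, by construction a subset, gave 717, 618, 1038, 1905 and 2903 genes at these time-points.

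Array weights gave 3928, 3457 and 6069 genes at 0.5 h, 1 h and 3 h. Only the 6 arrays of a contrast gave 1112, 2822 and 2471, and an ordinary 2-sample test without a prior on the variances gave 385 at 0.5 h, 57 at 3 h, 4746 at 6 h and 4821 at 9 h. A P-value under 0.01 alone, a weaker condition, gave 3179 at 0.5 h and 3155 at 1 h. Apart from the last, the cause was not tested. With single arrays left out the counts ranged from 569 to 2442 at 0.5 h, 775 to 2390 at 1 h, 2116 to 4776 at 3 h, 5560 to 7916 at 6 h and 6962 to 9605 at 9 h.

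Arrays that share a replicate number did not deviate together, with a median correlation of 0.0697 over 45 pairs, 22 of them over 0.1, and 0.00668 over 90 pairs of other numbers. A replicate block gave 9973 genes over the time-points, and with it Birc3 was called at 1 h (limma adjusted P 0.0437, where the alternatives that call it range from 0.0071 to 0.0437). Icam2 was also called with this block, at 3 h (-0.43, adjusted P 0.0488). With scan day as a block the contrasts of 1 h to 9 h with 0 h could not be fitted. Of 100 splits of the 18 arrays, 1 gave as many called genes as the real time-points, the real one itself, so chance can be excluded there. Each contrast was matched by 1 of 10 splits, the real one, and 10 splits cannot exclude chance.

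The number of profile models past the threshold was 2, 5 with steps of up to 2 units and 5 with 25 profiles, and 2 to 3 with single arrays left out. The number of families past the threshold was 4, 8 with a shift to the median, 8 among genes changed at least 2-fold, and 4 to 6 with single arrays left out. Of the 25 pairs of Table 2, 18 had the sign of the weight value. Among probes well above background on all 18 arrays 11 of 18 pairs tested had it, where fewer pairs are tested by construction, and 18 to 19 had it with single arrays left out. All 25 pairs were tested under the filter, so leaving out the filter gave no further value. Of 45 tests of lists 20 were past the threshold in camera, 12 in fry and 6 with an estimated correlation, and 14 to 24 with single arrays left out. The cause was not tested.

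Among 390 results of the other named genes reported here, 10285 of 10876 alternative values kept their direction and their side of the threshold, 413 were no longer called and 178 were called only there. Of the 195 changes against 0 h among them, 119 kept direction and call under every alternative tried. Birc2, Birc3 and Tnfrsf1a also kept theirs, at 6 h and over the time-points. Relative to 0 h the median of all probes moved with a shift to the median by -0.158 at 0.5 h, -0.13 at 1 h, -0.118 at 6 h and -0.152 at 9 h, with quantile normalization by -0.107 at 6 h, and with normexp by 0.31 at 1 h and 0.443 at 3 h, so that small changes depend on the scaling. Signal over background limits the values of dim genes.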

Differences from the paper's values

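The alternative with the skeletal muscle list as a covariate was chosen only after the results were seen.

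The paper reports 2850 differentially expressed genes in proximal segments, and 9888 were called here. Of the alternatives set before the data were examined, normexp (3193) and a change of at least 2-fold (2724) lie within 1.5 times of the paper's value, and the other settings, array weights and each array left out included, do not.

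For the profile model of lowest P the paper reports 453 genes, and the model here held 3113. For the second the paper reports 233 genes, and the model here held 2644. None of the alternatives set before the data were examined comes within 1.5 times of either. For the third model the paper reports 224 genes, and here it held 400. Settings within 1.5 times of the paper's value were normexp (188), and those without replicate 2 of 0 h (288), replicate 1, 2 or 3 of 0.5 h (278, 228 and 255), replicate 1 of 1 h (280), replicate 1 or 2 of 3 h (252 and 254), replicate 1 or 2 of 6 h (272 and 330) or replicate 1 or 3 of 9 h (329 and 267). In 11 other settings the third model lay outside.

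The paper takes the genes of its Table 2 as differentially expressed. Of its 29 genes 22 were called here in the F-test and 7 were not, which were Cldn1, Cldn19, Daxx, Gzma, Icam2, Irak1 and Traf2 (limma adjusted P 0.0631, 0.0412, 0.315, 0.71, 0.158, 0.134 and 0.15). With array weights Cldn1, Cldn19, Irak1 and Traf2 were called, and without replicate 3 of 1 h Irak1 and Traf2 were. Cldn19 was also called with a trend in the variance prior, without replicate 1 of 0 h, without replicate 2 of 9 h, and with the muscle covariate, which was chosen after seeing the values. Daxx, Gzma and Icam2 were called in the F-test under none of the settings tried. Against 0 h Cldn1 was called at 9 h (adjusted P 0.00754). Icam2 was called at 3 h with a shift to the median (0.0462), a trend in the variance prior (0.047) and array weights (0.0329), among probes well above background on all 18 arrays (0.0484), and without replicate 1 or 3 of 1 h (0.0383 and 0.0353), and at 6 h with a shift to the median (0.0315). A block for replicate number called Icam2 at 3 h too (0.0488).

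Of the 25 pairs of Table 2, 18 had a correlation with the sign of the paper's weight value. Among the others was the pair of Cldn14 and Cldn5, which the paper gives a positive weight and which had a correlation of -0.76 here, past the adjusted threshold. That threshold rests on permutations across time-points, so opposite changes with time can pass it. Within time-points the correlation of this pair was -0.51, with no P-value computed. The other pairs of Cldn14 and the pair of Itgb2 and Icam2 also have positive weights, and their correlations, from -0.49 to -0.01, were not past the threshold. The paper names apoptosis among the enriched pathways, and the family of apoptosis genes used here, which is not the KEGG pathway, had an adjusted P of 0.0719. Its adjusted P in Fisher's test was 0.401 against genes with a listed symbol, and 0.499 among probes well above background on all 18 arrays. It passed among called genes changed at least 2-fold (0.000267), with normexp (0.00176), quantile normalization (0.0275), a shift to the median (0.041), no filter on dim probes (0.00826), and without replicate 1 of 0 h (0.0366), replicate 1 of 1 h (0.035) or replicate 3 of 3 h (0.0219).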

Other observations

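The tests of skeletal muscle, of the scaling of whole arrays and of dim probes, and the muscle covariate, were chosen only after the results were seen, and the list of NFκB targets was written after the files had been opened.

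Transcripts of fast skeletal muscle differed between arrays of the same time-point. Over the 18 arrays Myh4 ranged from -8.72 to 8.19 in log2 normalized signal, Mylpf from -3.18 to 8.37, Ckm from -5.12 to 7.59 and Acta1 from -3.91 to 7.57, while the slow muscle genes Myh7 and Tnnt1 ranged from 0.72 to 1.83 and from -4.96 to -2.97. The deviations of the 15 list genes from their time-point means had a median pairwise correlation of 0.96, where the highest of 1000 random lists of 15 genes had 0.36. Scaling of whole arrays would move other abundant genes alike, but the mean of the Schwann cell list had a within-time SD of 0.14 against 2.79 for the muscle list. Muscle carried along with some segments may account for this, as a hypothesis. As a set the muscle genes had a median change of -4.51 at 1 h and -3.53 at 3 h (camera adjusted P 0.00542 and 0.0414), with 0 of 15 genes called and neither call held in fry (adjusted P 0.265 and 0.271). The call at 1 h was lost without replicate 1 of 0 h (-3.18, adjusted P 0.123), without replicate 1 or 2 of 1 h (-3.25 and -4.28, adjusted P 0.0531 and 0.0929) and with a shift to the median (0.0671). That at 3 h was lost without replicate 1 of 0 h (-2.26, adjusted P 0.33), replicate 2 or 3 of 1 h (0.0574 and 0.0578) or replicate 1 or 3 of 3 h (-3.18 and -1.9, adjusted P 0.0574 and 0.411), with quantile normalization (0.102), a shift to the median (0.0838), in the deposited matrix (0.0758), and among probes well above background on all 18 arrays (0.0861). At 0.5 h, 6 h and 9 h the set was called without replicate 2 of 0 h (adjusted P 0.0094, 0.0358 and 0.0228) and with no filter on dim probes (0.0164, 0.0366 and 0.0413), at 0.5 h and 9 h with normexp (0.00696 and 0.0238), at 6 h without replicate 1 of 6 h (-4.69, adjusted P 0.0367), and at 9 h without replicate 2 of 6 h (0.0482) or replicate 1 of 9 h (-5.03, adjusted P 0.0139). With the mean of the muscle list as a covariate 9945 genes were called over the time-points, 9162 of them among the 9888, so muscle is not the whole cause of those calls.

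Other targets of NFκB were higher by a median of 1.65 at 6 h, when Birc3 was 1.79 higher. NFκB activity shared with Birc3 is a hypothesis in line with this value, and the activity of NFκB itself was not measured.

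The deviations of the Birc2 and Birc3 probes from their time-point means had a correlation of 0.36 over the 18 arrays (exact permutation P 0.34, Spearman's rho 0.35, P 0.25, r 0.33 without 2 arrays, 1 relation computed). Cross-hybridization between the neighbouring genes and a rise of both cannot be told apart from this value, since both transcripts rise by 3 h. For Birc2, Birc3 and Tnfrsf1a the paper's Fig. 3 shows changes by quantitative PCR from 1 h, 0.5 h and 6 h on, and on the arrays each was first called at 3 h.

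The dimmest sixth of probes rose by a median of 0.49 at 6 h and 0.47 at 9 h, while the brightest sixth moved by -0.15 at both. Scaling each array by 1 number moves all its probes alike and leaves the gap between these sixths as it is, but measured from 0 h the gap was wider by a mean of 0.61 at 6 h (0.21 to 1.42 over the 3 arrays) and 0.60 at 9 h (0.41 to 0.93), against at most 0.07 on an array of 0 h and a within-time SD of 0.34. This argues against scaling by 1 number as the cause. With normexp the dimmest sixth moved by 0.96 at 1 h, 1.23 at 3 h and 0.03 at 6 h, so the correction for background stays open, as does a true rise of rare transcripts.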
